# Integrated Multi-Omics Analyses Reveal That Autophagy-Mediated Cellular Metabolism Is Required for the Initiation of Pollen Germination

**DOI:** 10.3390/ijms241915014

**Published:** 2023-10-09

**Authors:** Xuemei Zhou, Qiuyu Zhang, Yuliang Zhao, Shanshan Ding, Guang-Hui Yu

**Keywords:** autophagy, multi-omics analyses, metabolome, transcriptome, pollen germination, tobacco

## Abstract

Autophagy is an evolutionarily conserved mechanism for degrading and recycling various cellular components, functioning in both normal development and stress conditions. This process is tightly regulated by a set of autophagy-related (ATG) proteins, including ATG2 in the ATG9 cycling system and ATG5 in the ATG12 conjugation system. Our recent research demonstrated that autophagy-mediated compartmental cytoplasmic deletion is essential for pollen germination. However, the precise mechanisms through which autophagy regulates pollen germination, ensuring its fertility, remain largely unknown. Here, we applied multi-omics analyses, including transcriptomic and metabolomic approaches, to investigate the downstream pathways of autophagy in the process of pollen germination. Although *ATG2* and *ATG5* play similar roles in regulating pollen germination, high-throughput transcriptomic analysis reveals that silencing *ATG5* has a greater impact on the transcriptome than silencing *ATG2*. Cross-comparisons of transcriptome and proteome analysis reveal that gene expression at the mRNA level and protein level is differentially affected by autophagy. Furthermore, high-throughput metabolomics analysis demonstrates that pathways related to amino acid metabolism and aminoacyl-tRNA biosynthesis were affected by both *ATG2* and *ATG5* silencing. Collectively, our multi-omics analyses reveal the central role of autophagy in cellular metabolism, which is critical for initiating pollen germination and ensuring pollen fertility.

## 1. Introduction

Autophagy is an evolutionarily conserved mechanism that degrades cellular components to recycle nutrients or eliminates unwanted materials in eukaryotes. The major and best-studied type of autophagy is macroautophagy, referred to hereafter simply as autophagy. During this process, cellular materials are engulfed and sequestered within double membrane-bound autophagosomes, which are subsequently delivered to the lysosome or vacuole for degradation by proteases and hydrolases. Similar to yeast and mammals, plant autophagy is tightly controlled by numerous autophagy-related (ATG) proteins. More than 30 ATGs have been identified in different plants [1,2,3], and they can be classified into five functional complexes including the regulation complex, ATG9 complex, the Ubiquitin-like ATG12 and ATG5 conjugation pathway, the Phosphoinositide-3-kinase (PI3K) complex, and the Ubiquitin-like ATG8 and PE conjugation pathway [4]. Recent researches demonstrated that various organelles, including peroxisomes [5], chloroplasts [6], and various macromolecular components such as starch [7] and lipids [8], can be degraded through autophagy, which is critical for plant growth and development under both stress and normal conditions.

However, the molecular and metabolic pathways of autophagy in these physiological processes are still largely unknown. Omics studies have been conducted to investigate the role of autophagy in cellular metabolism *atg* mutants grown under normal and nutrient starvation conditions [8,9,10], indicating the central role of autophagy in catabolism and lipid metabolism. Metabolomics studies revealed significant alterations in the levels of free amino acids and secondary metabolites. Altered lipid levels were also found in the *atg* mutants through lipidomic analyses [8]. The role of autophagy in lipid metabolism was further supported by proteomic analysis, which revealed elevated protein levels of peroxisomal and endoplasmic reticulum (ER) proteins in *atg5* mutants. These proteins were associated with long-chain fatty acid synthesis and β-oxidation [9]. Multi-omics studies on maize *atg12* mutants, grown under nitrogen-rich and -deficient conditions, further confirmed the impact of autophagy on cellular metabolism. The levels of metabolites related to lipid/fatty acid metabolism and secondary metabolites associated with flavonoids, anthocyanins, and antioxidants were significantly altered in *atg12* mutant. Additionally, several cellular organelles, including peroxisomes, Golgi bodies, ER, ribosomes, and protein degradation complexes such as proteasomes, were targeted for autophagic clearance [10].

Our recent study revealed that autophagy-mediated compartmental cytoplasm clearance is critical for pollen germination [11]. We observed a dramatic increase in autophagic activity during the initial stage of pollen germination. Inhibition of autophagy, achieved by silencing autophagy-specific genes—*ATG2* and *ATG5*, which belong to different ATG function complexes and serve distinct roles in autophagosome formation—resulted in similar defects in pollen germination and cytoplasmic clearance in the germination aperture. This discovery unveils a novel mechanism of compartmentalized autophagy control in male fertility, specifically through cytoplasmic clearance. Lipidomic analyses revealed alterations in the profiles of stored and signaling lipids in autophagy-deficient pollen [11]. However, the downstream pathways of autophagy in regulating pollen germination are still waiting to be elucidated. To gain insight into the comprehensive effects of autophagy on the regulation of pollen germination in tobacco, we conducted a comprehensive metabolomic, proteomic, and transcriptomic analysis of *ATG2* and *ATG5*- silenced pollen, which allowed us to reveal connections between autophagy and downstream pathways. Combing the results from the metabolomics, lipidomics, transcriptomics, and proteomics, we discovered that pathways related to amino acid and lipid catabolic processes during the initiation stages of pollen were strongly influenced by autophagy, which is critical for promoting pollen germination and ensuring pollen fertility.

## 2. Results

### 2.1. Global Impact of Silencing of ATG2 and ATG5 on Pollen Transcriptome

Our recent studies demonstrated that silencing of *ATG2* or *ATG5* leads to the defects in pollen germination [11]. In order to investigate the impact of autophagy on pollen germination, we first investigated how silencing of *ATG2* and *ATG5* affects the pollen transcriptome. Pollen from wild type (WT), *ATG2*-silenced, and *ATG5*-silenced plants were collected for RNA sequencing (RNA-seq). Three independent biological replicates were performed for each genotype. Thus, we constructed nine RNA-seq libraries and generated over 20 million read pairs for each library. 

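The 9 libraries held transcripts of pollen from 3 genotypes, with 3 libraries each of WT, *ATG2*-silenced and *ATG5*-silenced pollen. For each library the authors deposited 1 table of FPKM values per gene, which covers 76785 gene identifiers. Of these, 69099 belong to annotated tobacco genes and 7686 to transcripts outside the annotation, named unannotated transcripts here. A gene name was at hand for 1081 of the identifiers, and no gene description or GO term. The authors removed adaptors and low-quality reads with SOAPnuke, mapped the clean reads with HISAT2 and Bowtie 2 and quantified each gene with RSEM. The tables hold no read counts, so the depth behind each value is not known beyond the number of read pairs that the paper states. The FPKM values of a library summed to 971813 to 1030772 in *ATG2*-silenced pollen, 904845 to 916280 in *ATG5*-silenced pollen and 944648 to 963914 in WT. Values carried 1 decimal in the 3 *ATG2*-silenced libraries and in WT replicate 3, and 2 decimals in the other 5 libraries. From here, the libraries were scaled by the median of their ratios over 14192 genes above 1 FPKM in every library, and 0.5 was added before the log2 was taken. The scaling factors were 1.06 to 1.11 in *ATG2*-silenced pollen, 0.751 to 0.791 in *ATG5*-silenced pollen and 0.978 to 1.04 in WT. The 100 most abundant genes took 41.5% to 42.8% of the FPKM in the *ATG5*-silenced libraries and 34.9% to 36.1% in the other 6. Genes with at least 0.5 FPKM in at least 3 libraries were tested with limma in 1 fit of the 9 libraries, two-sided, which left 27836 genes, 6956 of them unannotated transcripts. A gene is called higher or lower here at a fold above 2 or below 0.5 and an adjusted p under 0.05, the thresholds of the paper. Because 0.5 is added, the log2 changes of weakly expressed genes are smaller than the ratio of their FPKM. Mean FPKM values in the text are as deposited, while log2 changes are of scaled values, so they differ for abundant genes as well. For these in *ATG5*-silenced pollen, whose factors are lowest, the log2 change shows a larger rise or a smaller fall than the FPKM.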

Following the quality assessment of the RNA-seq data, the clean reads of each sample were then mapped onto the tobacco genome and reference transcripts (Ntab-TN90 reference Annotation Release 100). This resulted in the detection of 38,000–43,000 genes (fragments per kilobase of transcript per million mapped reads [FPKM] > 0) in different samples (Figure 1A and Table S1). 

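WT pollen had transcripts of 40124 ± 1314 genes above 0 FPKM (SD, n = 3 libraries), *ATG2*-silenced pollen of 38741 ± 78 and *ATG5*-silenced pollen of 38869 ± 457. The lowest number in a single library was 38341 and the highest 41279. In all 3 libraries of a genotype, 34028 genes were detected in WT, 34042 in *ATG2*-silenced pollen and 33427 in *ATG5*-silenced pollen. An exact permutation test of WT against either silenced line gave p = 0.30 (two-sided), which leaves a difference open, since 3 libraries against 3 allow no p below 0.10 and the tables differ in decimals. At 1 FPKM or more, *ATG2*-silenced libraries held 21090 to 21536 genes, WT libraries 19598 to 20764 and *ATG5*-silenced libraries 18733 to 19352, in unscaled values whose order is also that of the scaling factors. Values under 0.05 FPKM are lost in a table of 1 decimal. With all 9 libraries rounded to 1 decimal, a setting chosen after the data were seen, the mean was 38196 in WT and 36082 in *ATG5*-silenced pollen, so that WT no longer had the highest number.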

Overall, the detected genes from the same genotype but different biological repeats were highly correlated (r ≥ 0.98; Figure S1), indicating that our transcriptome data are of high quality and reliable for subsequent analysis.

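Across 51479 genes detected in at least 1 library, Pearson's r on the log2 scale was 0.975 to 0.982 between *ATG2*-silenced libraries, 0.969 to 0.975 between *ATG5*-silenced libraries and 0.976 to 0.979 between WT libraries. On linear FPKM, where the most abundant transcripts carry most of the value, no pair of libraries of 1 genotype had an r below 0.981. These correlations are across genes, which are not independent replicates.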

To compare the transcriptome of WT, *ATG2*-silenced, and *ATG5*-silenced pollen, RNA-seq data were subjected to principal component analysis (PCA). The results revealed that PC1 efficiently distinguished the *ATG5* group from the WT and *ATG2* groups, but did not separate *ATG2* from WT. On the other hand, both PC1 and PC2 were able to distinguish the *ATG2* group from WT (Figure 1B). 

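On the log2 scale, PC1 held 64.7% of the variance of the tested genes. The 3 *ATG5*-silenced libraries lay at 115 to 125 on PC1, the *ATG2*-silenced libraries at -68.0 to -56.1 and the WT libraries at -63.6 to -48.8. The ranges of *ATG2*-silenced pollen and WT overlapped on this axis.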

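PC2 held 8.53% of the variance. The *ATG2*-silenced libraries lay at 24.8 to 42.2 on PC2 and the WT libraries at -48.9 to -15.6, with no overlap. The *ATG5*-silenced libraries lay at -18.7 to 10.8, of which 1 fell within the WT range and the other 2 between both ranges. Over all tested genes, the mean of *ATG5*-silenced pollen was 181 log2 units from the mean of WT, and that of *ATG2*-silenced pollen 72.9, a ratio of 2.49. On average a library lay 52.0, 60.4 and 53.1 from the mean of its own genotype in *ATG2*-silenced, *ATG5*-silenced and WT pollen.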

To further access the impact of silencing of *ATG2* and *ATG5* on the pollen transcriptome, pairwise correlations were analyzed. 

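Between genotypes, r on the log2 scale was 0.968 to 0.977 for *ATG2*-silenced against WT libraries. It was 0.906 to 0.924 for *ATG5*-silenced against WT libraries and 0.898 to 0.919 for *ATG5*-silenced against *ATG2*-silenced libraries. Every correlation that involved an *ATG5*-silenced library and a library of another genotype was thus below the lowest within a genotype, whereas the values of *ATG2*-silenced against WT libraries ran up to those of replicates. Hierarchical clustering into 2 groups put the 3 *ATG5*-silenced libraries in one and the 6 others in the other. With 3 groups, *ATG5*-silenced replicate 1 parted from replicates 2 and 3 before *ATG2*-silenced pollen parted from WT. On linear FPKM, *ATG2*-silenced and WT libraries correlated at 0.982 to 0.995 and *ATG5*-silenced and WT libraries at 0.711 to 0.771.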

Consistent with the PCA results, the transcriptome of *ATG2*-silenced pollen clustered with WT, but was distinct from the *ATG5* group, suggesting that silencing *ATG5* has a stronger influence on the pollen transcriptome compared to silencing *ATG2* (Figure 1C).

### 2.2. Different Impact of Silencing of ATG2 and ATG5 on Pollen Transcriptome

Both PCA and pairwise correlation analyses revealed that silencing of *ATG2* and *ATG5* has a distinct impact on the pollen transcriptome (Figure 1B; C). To further compare the differential influences of silencing *ATG2* and *ATG5* on the pollen transcriptome, we identified differently expressed genes between *ATG2*-silenced and WT pollen, as well as between *ATG5*-silenced and WT pollen, respectively (Figure 2A). To verify the high reliability of the RNA-seq data, we first analyzed the expression levels of *ATG2* and *ATG5* based on the RNA-seq data. 

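*ATG2* (GeneID:107801867) stood at 0.233 ± 0.058 FPKM in *ATG2*-silenced pollen against 1.04 ± 0.14 FPKM in WT (SD, n = 3 libraries), which is 22.4% of the WT mean. *ATG5* (GeneID:107810645) stood at 0.170 ± 0.066 FPKM in *ATG5*-silenced pollen against 1.38 ± 0.30 FPKM in WT, which is 12.3%. Each library of the silenced line was below each WT library, the smallest p that 3 against 3 allow (exact permutation test, two-sided, p = 0.10 for each gene). In limma, *ATG2* had a log2 change of -1.11 (standard error 0.15, adjusted p = 0.0113) in its line and *ATG5* a log2 change of -1.38 (standard error 0.17, adjusted p = 1.90e-04). The call of *ATG2* is lost without single libraries: its adjusted p was 0.0690, 0.0549 and 0.0638 without *ATG2*-silenced replicates 1, 2 and 3, and 0.0578 and 0.0554 without WT replicates 1 and 2. limma did not call *ATG5* changed in *ATG2*-silenced pollen (log2 change 0.02, adjusted p = 0.973). Conversely, *ATG2* stood at 0.60 ± 0.04 FPKM in *ATG5*-silenced pollen, 57.7% of the WT mean, with each library below each WT library (exact permutation test, two-sided, p = 0.10). It did not pass limma there (log2 change -0.27, adjusted p = 0.149), although it passed with FPKM as deposited and rescaled to equal totals. The reference gives each name to 1 gene, so a homeolog without the name is not covered. Among 12 tested genes of the autophagy machinery, 1 was higher and 4 were lower in *ATG5*-silenced pollen at an adjusted p under 0.05 (1 and 4 when adjusted over the list alone). Besides *ATG5*, the receptor gene *JOKA2* (GeneID:107772919) fell by 0.73 on the log2 scale and *ATG13b* (GeneID:107783028) rose by 0.74. The list as a whole did not pass camera (adjusted p = 0.159). *ATG2* was the 1 list member below the threshold in its own line (2 lower when adjusted over the list alone), and camera gave an adjusted p of 0.977, with a median log2 change of 0.07 but a mean of -0.09. Of 4 tested genes of RNA silencing, *NtSGS3a* (GeneID:107764764) was lower in *ATG5*-silenced pollen (log2 change -0.67), and limma called none of them changed in *ATG2*-silenced pollen, where 1 was higher at an unadjusted p under 0.05.

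**Figure D1:**
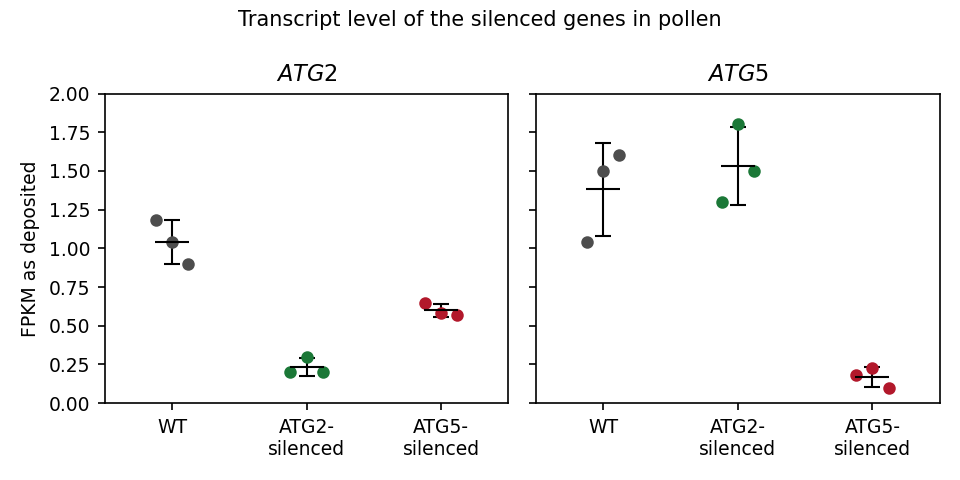
FPKM as deposited of *ATG2* (left) and *ATG5* (right) in pollen of the 3 genotypes, with a dot per library, a dash at the mean and bars of 1 SD (n = 3). *ATG2* is lowest in the *ATG2*-silenced libraries, at 0.2 to 0.3 FPKM, and *ATG5* in the *ATG5*-silenced libraries, at 0.10 to 0.23 FPKM.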

The results confirmed that the expression levels of *ATG2* and *ATG5* are significantly downregulated in their respective silencing lines (Figure 2B). Next, we found that in *ATG2*-silenced pollen compared to WT, 209 genes were significantly upregulated (fold change [FC][*ATG2*/WT] > 2, false discovery rate [FDR] < 0.05), while 124 genes were significantly downregulated (FC[*ATG2*/WT] < 0.5, FDR < 0.05) (Figure 2A,C and Supplementary Data S1). 

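Few genes were called in *ATG2*-silenced pollen, and those not called are not shown to be unchanged. In *ATG2*-silenced pollen, 134 genes were called higher and 44 lower than in WT, and 187 and 114 passed the adjusted p alone. Unannotated transcripts made up 85 of the genes called higher and 18 of those called lower. Among genes with a name, the glutamine synthetase gene *Gln1-3* (GeneID:107777858) rose from 17.9 ± 3.48 FPKM in WT to 39.9 ± 7.71 FPKM (SD, n = 3 libraries), a log2 change of 1.00 (standard error 0.16, adjusted p = 0.0258). The chaperone gene *hsp90* (GeneID:107770659) fell from 77.8 ± 17.6 FPKM in WT to 35.4 ± 2.41 FPKM (SD, n = 3 libraries), a log2 change of -1.23 (standard error 0.17, adjusted p = 0.0155). *MPK11* (GeneID:107814475), a MAP kinase gene, fell from 12.7 ± 0.122 FPKM in WT to 6.60 ± 0.557 FPKM (SD, n = 3 libraries), a log2 change of -1.02 (standard error 0.089, adjusted p = 0.00122). The third named gene called lower was *ATG2* itself. *NtHsp70* (GeneID:107795135) fell by 0.69 and *dtc1* (GeneID:107815847) by 0.59 on the log2 scale, which passed the adjusted p but not the fold. Except for *MPK11*, these calls depend on single libraries. The adjusted p of *Gln1-3* was 0.122 and 0.0945 without *ATG2*-silenced replicates 2 and 3, and 0.119 and 0.112 without WT replicates 1 and 2. For *hsp90* it lay between 0.0554 and 0.0934 without any of the *ATG2*-silenced libraries or WT replicates 1 or 2, for *dtc1* between 0.0727 and 0.122 without the same libraries, and for *NtHsp70* at 0.0502 and 0.0514 without *ATG2*-silenced replicates 1 and 2. Among 6 tested genes of cytosolic and organellar chaperones, 2 were lower and none higher over all genes (2 and 1 when adjusted over the list alone), and camera gave an adjusted p of 0.257. The number of genes called higher was 27, 28 and 44 without *ATG2*-silenced replicates 1, 2 and 3, 69 and 60 without WT replicates 1 and 2, and 268 without WT replicate 3. The number called lower was 27 and 28 without *ATG2*-silenced replicates 1 and 2, and 20 and 12 without WT replicates 1 and 2.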

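Of the tested genes, 0.640% were called changed in *ATG2*-silenced pollen and 22.3% in *ATG5*-silenced pollen. The median size of the log2 change, whatever its direction, was 0.18 in *ATG2*-silenced pollen and 0.53 in *ATG5*-silenced pollen. On simulated data with 3 libraries per group, the same test called 83.0% of genes with a true log2 change of 1.5 in the *ATG2* comparison and 75.5% in the *ATG5* comparison. At a true log2 change of 1, close to the fold threshold, it called 20.4% and 33.3%. In the simulation few genes changed and all values carried 2 decimals. In the real *ATG5* comparison 7536 and 6944 genes passed the adjusted p alone, so the adjusted p was less strict there and these shares do not describe it.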

Consistent with the PCA results, the number of differently expressed genes between *ATG5*-silenced and WT pollen was significantly larger than that between *ATG2*-silenced and WT pollen. Specifically, we observed that 4324 genes were significantly upregulated (FC[*ATG5*/WT] > 2, FDR < 0.05), and 2200 genes were significantly downregulated in *ATG5*-silenced pollen compared with the WT (FC[*ATG5*/WT] < 0.5, FDR < 0.05) (Figure 2A,C and Supplementary Data S1). 

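In *ATG5*-silenced pollen, 4058 genes were called higher and 2156 lower than in WT, and 7536 and 6944 passed the adjusted p alone. Some of the most abundant pollen transcripts were among those that rose. The pollen gene *ntp201* (GeneID:107815818) rose from 5429.6 ± 559.6 FPKM in WT to 15584 ± 594 FPKM (SD, n = 3 libraries), a log2 change of 1.89 (standard error 0.083, adjusted p = 5.78e-07). *ntp805* (GeneID:107829710) rose from 6269.5 ± 464 FPKM in WT to 11532 ± 317 FPKM before scaling (SD, n = 3 libraries), a log2 change of 1.25 after scaling. Among 15 tested genes of pollen and the pollen tube, 5 were higher and 4 lower at an adjusted p under 0.05 (5 and 4 when adjusted over the list alone), and camera gave an adjusted p of 0.713, with a median of -0.10 but a mean of 0.14. The profilin gene *PRO1* (GeneID:107793296) fell by 0.96 and the pectin methylesterase gene *PPME1* (GeneID:107768376) by 0.55 on the log2 scale, whereas *ntp101* (GeneID:107773574) rose by 0.79 but fell by 0.25 under quantile normalization. The largest rise among named genes above 5 FPKM was that of the cell cycle gene *cdc2* (GeneID:107785170), at 2.52. The largest falls were those of the glucanase gene *Sp41a* (GeneID:107763655), at -2.64, and the chitinase gene *CHN-A* (GeneID:107759005), at -2.07. *Sp41a* stood at 7.99 ± 5.08 FPKM in WT and 0.807 ± 1.035 FPKM in *ATG5*-silenced pollen (SD, n = 3 libraries). The size of its fall is uncertain (limma, standard error 0.65, adjusted p = 0.00953). The 3 tested genes of vacuolar and papain-type proteases all fell (3 when adjusted over the list alone): *NTCP-23* (GeneID:107784768) by 1.52, *NtVPE-3* (GeneID:107824465) by 1.44 and *NtVPE-1a* (GeneID:107809847) by 1.07 on the log2 scale. Most changes were moderate, with 2582 of the genes called higher and 1895 of those called lower between 2-fold and 4-fold. Unannotated transcripts made up 56.9% of the genes called higher and 28.0% of those called lower. The balance of both directions depends on the scaling, because FPKM as deposited puts the median log2 change of all tested genes at -0.30, FPKM rescaled to equal totals (TPM) at -0.25 and quantile normalization at -0.17, against -0.03 here. Of the genes called, 65.3% were higher here, 41.9% with FPKM as deposited (2871 higher and 3973 lower), 46.1% rescaled to equal totals (3099 and 3616) and 53.7% under quantile normalization (3375 and 2912). For *ATG2*-silenced pollen the same medians were 0.13, 0.09 and -0.02, against 0.03 here.

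**Figure D2:**
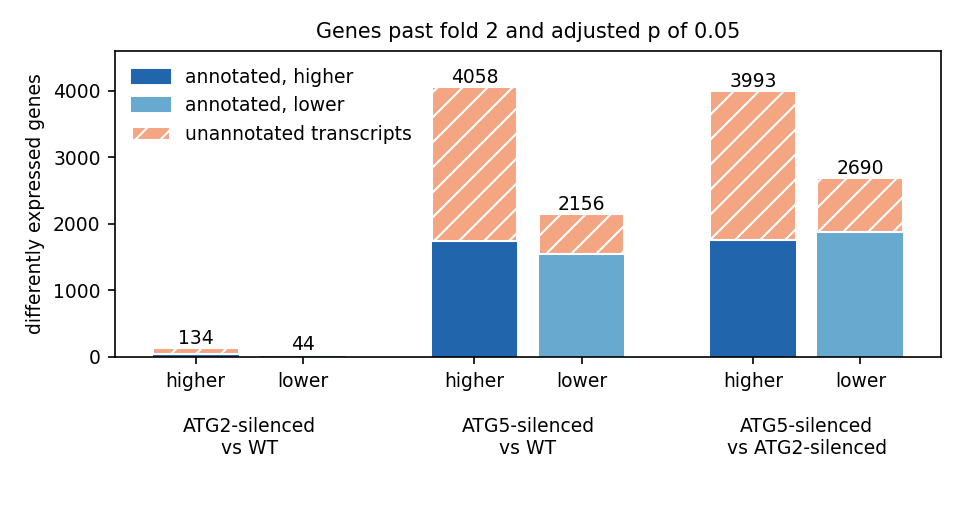
Number of differently expressed genes per comparison and direction, at a fold of 2 and an adjusted p of 0.05, as bars stacked from annotated genes and unannotated transcripts (hatched). The *ATG2* comparison has 134 and 44 genes, the *ATG5* comparison 4058 and 2156, and unannotated transcripts fill 2307 of the 4058.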

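Compared directly, 3993 genes were called higher and 2690 lower in *ATG5*-silenced than in *ATG2*-silenced pollen, where 59.8% of the called genes were higher. With FPKM as deposited it was 30.0% (2465 higher and 5751 lower), rescaled to equal totals 36.4% (2782 and 4872), and under quantile normalization 3459 and 3213 genes. The median log2 change in this comparison was -0.07, and -0.43, -0.35 and -0.15 under these scalings. Translation factors (camera, adjusted p = 8.64e-04, median log2 change -0.74), glycolysis and organic acid metabolism (adjusted p = 0.0358, -0.81), ER chaperones (adjusted p = 0.0358, -0.81) and cytosolic ribosomal proteins (adjusted p = 0.0367, -0.52) were lower as lists in *ATG5*-silenced pollen. With an estimated correlation between genes no list passed, at adjusted p = 0.135, 0.423, 0.560 and 0.423 with an estimated correlation for these 4. Without *ATG5*-silenced replicate 3, translation factors alone passed. ER chaperones and ribosomal proteins also missed the threshold with FPKM as deposited (adjusted p = 0.0915 and 0.152) and rescaled to equal totals (0.0693 and 0.113), and ribosomal proteins under quantile normalization (0.0596), with a filter of at least 1 FPKM (0.0677) and without *ATG2*-silenced replicate 1 (0.0606).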

All these data collectively indicate that silencing of *ATG5* has a greater impact on the transcriptome than compared to *ATG2*.

### 2.3. The Levels of Transcripts Linked to Metabolic Process Changed in ATG2-Silenced and ATG5-Silenced Pollen

Despite the distinct impacts of silencing *ATG2* and *ATG5* on the pollen transcriptome, they exhibited similar effects on pollen germination. Both silencing of *ATG2* and *ATG5* blocked the pollen germination [11], providing an opportunity to investigate downstream pathways of autophagy responsible for the initiation of pollen germination at the transcriptional level. Consistent with the similar defects in germination of *ATG2*-silenced and *ATG5*-silenced pollen grains, a substantial number of differentially regulated genes were overlapped between *ATG2*/WT and *ATG5*/WT (Figure 3A,B). 

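Of the genes called in *ATG2*-silenced pollen, 30 were also called higher and 18 also called lower in *ATG5*-silenced pollen. This is 22.4% of the genes higher in *ATG2*-silenced pollen and 40.9% of those lower. Calls independent of each other would give 19.5 and 3.41 genes over all tested genes. With annotated genes and unannotated transcripts counted apart, they would give 32.3 and 3.49. The 18 are above both numbers, and the 30 are above the first alone. Of the 30, 10 are annotated genes, where independent calls would give 4.11. The other 20 are unannotated transcripts, where such calls would give 28.2. Both comparisons use the same WT libraries, which raises the overlap by an amount that was not measured. With *ATG2*-silenced pollen as the shared reference instead, 20 genes were higher and 87 lower in both WT and *ATG5*-silenced pollen. In opposite directions, 4 genes were higher in *ATG2*-silenced and lower in *ATG5*-silenced pollen and 6 the reverse, where independent calls would give 10.4 and 6.41, or 11.0 and 8.15 with the same 2 classes apart. Unannotated transcripts made up 20 of the 30 and 7 of the 18. None of the 30 has a name in the reference and 1 of the 18 does, *hsp90*, with a log2 change of -1.35 in *ATG5*-silenced pollen. The other annotated genes given here were chosen after their values were seen. GeneID:107825749 rose from 2.04 ± 0.441 FPKM in WT to 74.3 ± 7.37 FPKM in *ATG2*-silenced pollen and to 21.2 ± 0.631 FPKM in *ATG5*-silenced pollen (SD, n = 3), log2 changes of 4.76 and 3.47. GeneID:107830678 rose by 1.94 and 2.16 on the log2 scale. GeneID:107784918 fell by 2.33 and 2.95, and GeneID:107829087 by 2.19 and 1.31. The number higher in both was 12 without *ATG2*-silenced replicate 1 or 2, 17 and 13 without WT replicates 1 and 2, and 100 without WT replicate 3. The number lower in both was 11 without *ATG2*-silenced replicate 2, and 5 and 2 without WT replicates 1 and 2.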

We then turned our focus to the detailed roles of these commonly differentially regulated genes in the process of pollen germination (Figure 3C,D). Gene Ontology (GO) analysis was performed for the commonly downregulated and upregulated genes in *ATG*-silenced pollen, respectively. GO biological process enrichment analysis revealed distinct molecular pathways enriched in downregulated and upregulated genes (Figure 3E,F). In *ATG*-silenced pollen, downregulated genes were mainly enriched in metabolic processes such as the proline catabolic process (*p* = 3.3 × 10^−^^3^) and glutamine family amino acid catabolic process (*p* = 2.1 × 10^−^^3^). On the other hand, upregulated genes showed enrichment in the adenine metabolic process (*p* = 2.1 × 10^−^^3^) and lipid catabolic process (*p* = 4.9 × 10^−^^2^). These findings suggest that amino acid and lipid catabolic processes are potential downstream pathways regulated by autophagy during pollen germination.

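Of the 8 tested genes on the list of amino acid metabolism, the glutamine synthetase gene *Gln1-3* was the 1 called in both silenced lines, in opposite directions. Genes without a name are not on this list. *Gln1-3* rose in *ATG2*-silenced pollen, where its call is lost without single libraries. In *ATG5*-silenced pollen it fell to 6.14 ± 0.953 FPKM (SD, n = 3), a log2 change of -1.12 (limma, standard error 0.16, adjusted p = 3.90e-04). The acyl-CoA oxidase gene *Acx1B* (GeneID:107812035), of peroxisomal fatty acid oxidation, rose in *ATG5*-silenced pollen from 1.94 ± 0.165 FPKM in WT to 4.49 ± 1.15 FPKM (SD, n = 3 libraries), a log2 change of 1.34 (standard error 0.17, adjusted p = 2.02e-04). *NtMFP* (GeneID:107828149), a later enzyme of the same pathway, fell by 0.54, and the phospholipase gene *PLC3* (GeneID:107819498) by 0.43 on the log2 scale. Among 4 tested genes of lipid breakdown, these are the 1 higher and 2 lower in *ATG5*-silenced pollen (1 and 3 when adjusted over the list alone), with a median of -0.42. Among 8 tested genes of amino acid metabolism, 1 was higher and 2 were lower (1 and 2 when adjusted over the list alone), and camera gave an adjusted p of 0.414 with a median of -0.14. With FPKM as deposited or rescaled to equal totals, 6 of the 8 were lower and none was higher, as the S-adenosylhomocysteine hydrolase gene *SAHH* (GeneID:107786358), the 1 higher here, did not pass. *Gln1-3* was the 1 member of amino acid metabolism past the threshold in *ATG2*-silenced pollen (1 higher and 3 lower when adjusted over the list alone), where the median was -0.00, the mean 0.03 and the direction in camera down (adjusted p = 0.776). limma called no gene of lipid breakdown in *ATG2*-silenced pollen, where 1 was higher and 1 lower at an unadjusted p under 0.05 (1 lower when adjusted over the list alone). Of the genes called in both lines in the same direction, none belongs to either list, and a test of lists among them is void, since 1 of the 48 has a name. The genes of proline and adenine metabolism behind the GO terms of Figure 3E,F were not identified here, so those terms are not covered. From the GO terms enriched among the genes that changed in both lines, whose pollen shares the germination defect, the paper proposes amino acid and lipid catabolism as pathways downstream of autophagy.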

### 2.4. Autophagy Has Differential Effects on Gene Expression at Both the mRNA and Protein Levels

Our recent proteomic analysis has revealed a profound impact on the proteome due to the silencing of *ATG* genes [11]. In order to establish correlations between changes at the mRNA and protein levels, we initially generated a dataset comprising genes detected in both proteome and transcriptome data (Supplementary Data S2). Utilizing this dataset, we conducted comparisons between differentially expressed proteins and genes in *ATG*-silenced pollen. Among the 7834 genes, we observed that 627 genes exhibited expression differences at either the mRNA or protein level in *ATG2*-silenced pollen, while 2185 genes displayed changes at either the mRNA or protein level in *ATG5*-silenced pollen (Figure 4). Surprisingly, only a small subset of genes exhibited similar changes at the protein and mRNA level. 

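The mRNA of the genes drawn in Figure 4C,D, which the authors chose from these same libraries, moved as drawn. All 7 genes drawn as higher in *ATG2*-silenced pollen had log2 changes above 0, from 0.45 to 2.38, and both genes drawn as lower fell below 0, at -0.69 and -0.55. Of the 7, only GeneID:107771538 was called here, with a log2 change of 2.38 (standard error 0.34, adjusted p = 0.0174). Its adjusted p lay between 0.0727 and 0.102 without any of the *ATG2*-silenced libraries or WT replicate 1. Of the pair drawn as lower, GeneID:107828954 passed the adjusted p (0.0126) and GeneID:107777046 did not (0.0573). The adjusted p of GeneID:107828954 lay between 0.0618 and 0.0817 without any of the *ATG2*-silenced libraries or WT replicates 1 or 2. For *ATG5*-silenced pollen, the 10 genes drawn as higher had log2 changes from 0.62 to 3.49 and the 10 drawn as lower from -2.21 to -0.52. All 20 passed the adjusted p, and 8 and 4 also passed the fold. GeneID:107771400 had the largest rise, from 15.3 ± 0.491 FPKM in WT to 138 ± 6.72 FPKM (SD, n = 3 libraries). The proteome was not analysed here.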

Specially, only 9 genes in *ATG2*-silenced pollen and 46 genes in *ATG5*-silenced pollen consistently displayed altered expression trends at both the protein and mRNA levels. In contrast, the majority of genes exhibited differential alteration trends at the protein and mRNA levels in *ATG*-silenced pollen. In *ATG2*-silenced pollen, we identified 180 genes that displayed changes exclusively at the mRNA level, with no corresponding changes at the protein level, and 429 genes that showed changes only at the protein level, without corresponding mRNA-level changes. Similarly, in *ATG5*-silenced pollen, 1848 genes displayed changes exclusively at the mRNA level, while 220 genes showed changes solely at the protein level (Figure 4). 

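The genes drawn in Figure 4E,F as changed at the mRNA level, again chosen by the authors from these libraries, also moved as drawn. Of *ATG2*-silenced pollen, the 10 genes drawn as higher had log2 changes from 1.08 to 1.81, of which 2 were called. One of them is GeneID:107795696, with a log2 change of 1.53 and an adjusted p of 0.0302, which rose to between 0.0795 and 0.144 without any of the *ATG2*-silenced libraries or WT replicates 1 or 2. The glyceraldehyde-3-phosphate dehydrogenase gene *GAPC* (GeneID:107817426) had a log2 change of 1.41 and did not pass (adjusted p = 0.0548), although it passed with FPKM as deposited, with a filter of at least 1 FPKM and without WT replicate 3 (adjusted p = 0.00605). Of the 10 drawn as lower, 9 could be tested, and all 9 had log2 changes below 0, from -1.43 to -0.68, with 3 called. These 3, *hsp90*, GeneID:107801037 (adjusted p = 0.0101) and GeneID:107827620 (adjusted p = 0.0427), each missed the adjusted p without any of the *ATG2*-silenced libraries or WT replicates 1 or 2, at up to 0.0552 for GeneID:107801037 and 0.104 to 0.168 for GeneID:107827620. The other gene called higher, GeneID:107788283 (adjusted p = 0.00745), missed it without *ATG2*-silenced replicate 1 (0.0502). Those 10 drawn as higher in *ATG5*-silenced pollen were all called, at log2 changes from 1.66 to 3.49. In the part drawn as lower *ATG5* stands in 2 places, and the 9 different genes had log2 changes from -2.11 to -0.78, of which 7 were called, *ATG5* among them.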

Taken together, all these data collectively suggest that genes downstream of autophagy undergo differential regulation at the mRNA and protein level.

### 2.5. Downregulation of ATGs Leads to the Decrease in Metabolic Level in Pollen

Autophagy has been linked to nutrient recycling under starvation conditions [12,13,14]. However, the influence of autophagy on central metabolism under normal developmental conditions are still largely unknown. A comparative transcriptome analysis revealed the significant changes in the expression levels of numerous genes related to various metabolic processes in *ATG*-silenced pollen. 

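Single genes of glycolysis, organic acid metabolism and polyamine synthesis fell in *ATG5*-silenced pollen, while neither list passed as a whole. The citrate synthase gene *cit1* (GeneID:107779254) fell from 29.1 ± 2.36 FPKM in WT to 6.71 ± 1.09 FPKM (SD, n = 3 libraries), a log2 change of -1.70 (standard error 0.12, adjusted p = 5.76e-06). The enolase gene *enolase* (GeneID:107776643) fell from 206 ± 5.09 FPKM in WT to 78.0 ± 0.933 FPKM (SD, n = 3 libraries), a log2 change of -1.03. *GAPC1* (GeneID:107787153), of glycolysis, had a log2 change of -1.11 and the pyruvate decarboxylase gene *PDC2* (GeneID:107814772) one of -1.04. Among 10 tested genes of glycolysis and organic acid metabolism, 1 was higher and 6 were lower at an adjusted p under 0.05 (1 and 6 when adjusted over the list alone), and the list did not pass camera (adjusted p = 0.1003). The arginine decarboxylase gene *ADC2* (GeneID:107767963) fell from 36.6 ± 2.68 FPKM in WT to 8.85 ± 2.23 FPKM (SD, n = 3 libraries), a log2 change of -1.66 (standard error 0.14, adjusted p = 1.87e-05). *ADC1* (GeneID:107796783) fell by 1.11 and the ornithine decarboxylase gene *ODC* (GeneID:107815922) by 0.94 on the log2 scale. Among 5 tested genes of polyamine synthesis, 1 was higher and 3 were lower (1 and 3 when adjusted over the list alone), with an adjusted p of 0.159 from camera. The 1 higher, *ADC1A* (GeneID:107774919), rose by 0.34 but had a log2 change of -0.02 with FPKM as deposited, and its adjusted p was 0.109 and 0.0664 without *ATG5*-silenced replicates 2 and 3, and 0.122 and 0.0813 without WT replicates 1 and 2. Of 9 tested genes of sterol and isoprenoid synthesis, 4 were lower and 1 higher (4 and 1 when adjusted over the list alone, camera adjusted p = 0.368), with the 3-hydroxy-3-methylglutaryl-CoA reductase gene *HMGR2* (GeneID:107777769) at -0.71. Of 9 tested genes of redox and iron metabolism, 4 were lower and 2 higher (4 and 2 when adjusted over the list alone, camera adjusted p = 0.421), with the catalase gene *cat3* (GeneID:107771182) at 0.83. Of 4 tested genes of peroxisome biogenesis 3 were lower, and of 4 of nucleotide synthesis 2 were lower, with the same counts when adjusted over the list alone. limma called no gene of these 6 lists in *ATG2*-silenced pollen at an adjusted p under 0.05 over all genes, while 3 of glycolysis and organic acid metabolism and 1 of redox and iron metabolism were higher when adjusted over the list alone. At an unadjusted p under 0.05, 4 were higher and 1 lower in glycolysis and organic acid metabolism, 2 were lower in polyamine synthesis, 1 was higher in sterol synthesis, and 3 were higher and 1 lower in redox and iron metabolism.

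**Figure D3:**
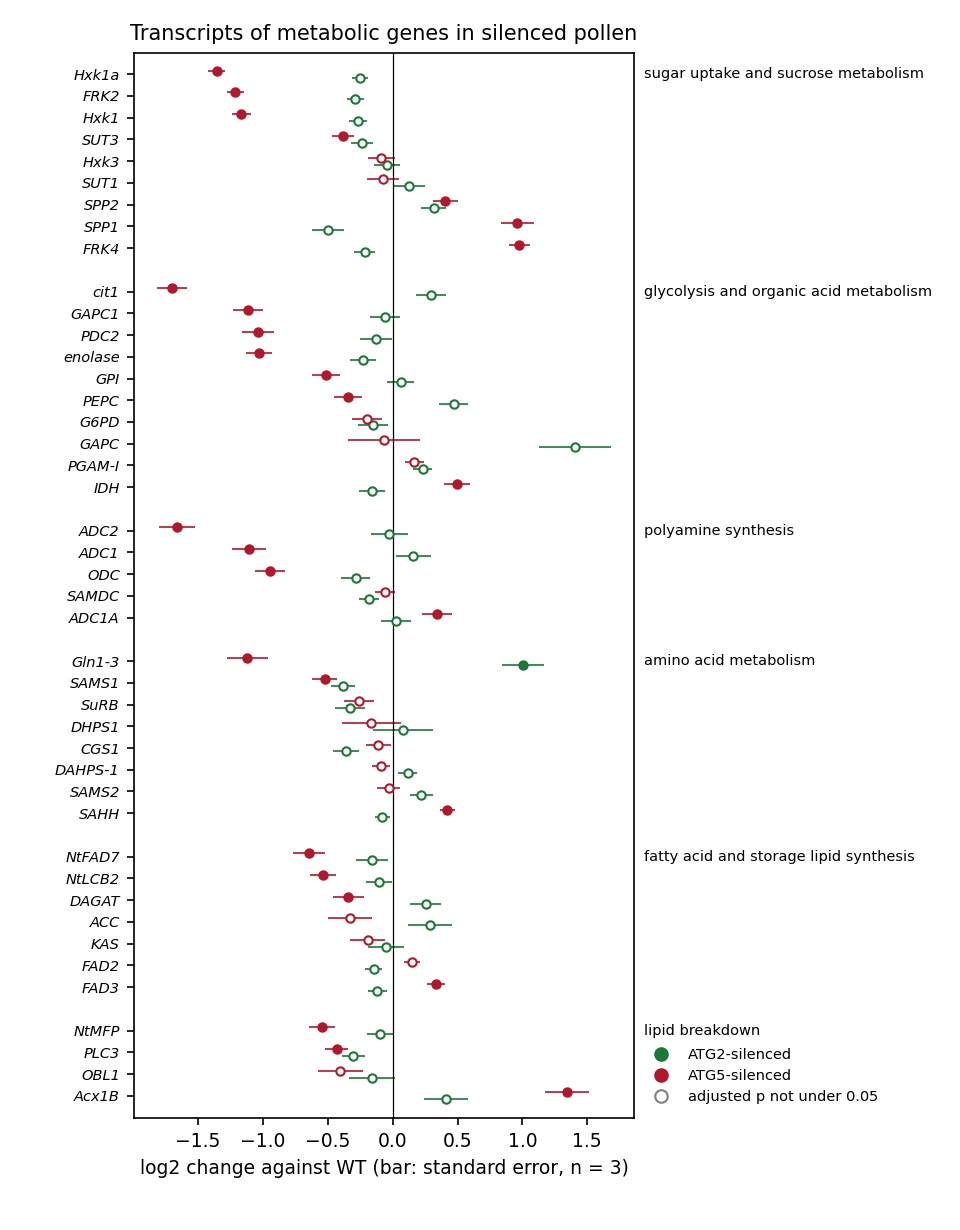
Log2 change against WT (horizontal axis) of the tested genes of 6 metabolic lists in *ATG2*-silenced and *ATG5*-silenced pollen, with bars of 1 standard error (n = 3) and open dots where the adjusted p is not under 0.05. Most filled dots of *ATG5*-silenced pollen lie below 0, down to -1.70 for *cit1*, and *ADC1A*, *FAD2* and *FAD3*, above 0 here, lie below 0 with FPKM as deposited.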

To further investigate how autophagy affects pollen metabolism, we performed a comprehensive metabolite profiling study to examine the metabolic contents of *ATG*-silenced pollen in comparison to the WT pollen using GC-TOF MS, which allowed for the quantitative analysis of primary metabolites. The contents of 374 metabolites in WT, *ATG2*-silenced, and *ATG5*-silenced pollen were quantified based on the combined analysis results from six to eight independent biological replicates. Orthogonal projections to latent structures-discriminant analysis (OPLS-DA) displayed a clear separation between the WT and *ATG* RNAi lines, suggesting that silencing of either *ATG* gene leads to changes in the concentrations of metabolites when compared to the WT (Figure 5A).

To further investigate the impact of silencing of *ATG* genes on the pollen metabolome, the metabolites that exhibited different levels between *ATG2* and WT or between *ATG5* and WT were screened. Our analysis revealed that in *ATG2*-silenced pollen compared to WT, the contents of 10 metabolites increased significantly, while the contents of 55 metabolites decreased significantly. Consistent with the findings from the transcriptome analysis, we observed more pronounced metabolic changes in *ATG5*-silenced pollen. Specifically, there was a significant increase in 4 metabolites and a significant decrease in 92 metabolites compared to the WT (Figure 5B,C and Supplementary Data S3).

### 2.6. Metabolic Pathways Impacted by Autophagy

To elucidate the metabolic pathways regulated by *ATG2* and *ATG5*, the common metabolites regulated by both *ATG2* and *ATG5* were identified. A statistically significant overlap was observed among the metabolites that were downregulated in *ATG2*-silenced and *ATG5*-silenced pollen (Figure 5D). Notably, we observed a significant decrease in the levels of free amino acids in *ATG2*-silenced and *ATG5*-silenced pollen compared with the WT. Moreover, when comparing *ATG5*-silenced pollen to *ATG2*-silenced pollen, we noted a more substantial reduction in the levels of free amino acids (Figure 6A). Notably, the level of valine exhibited a significant decrease (Figure 6A), which has been demonstrated to function as an electron donor for the tricarboxylic acid (TCA) cycle and mitochondria electron transport chain under carbon starvation [15]. In addition, reduced steady-state levels of other organic compounds such as carbohydrates, fatty acids, and carboxylic acids were also observed in *ATG*-silenced pollen (Figure 6B,C). These results indicate that downregulation of either *ATG* gene results in a reduced central metabolic level in pollen, suggesting the conserved role of autophagy in central metabolism under normal developmental conditions as that in stress conditions [8].

When the metabolites significantly affected in *ATG2*-silenced and *ATG5*-silenced pollen were grouped based on their metabolic pathways, we discovered dramatic impacts on metabolic pathways in autophagy-deficient pollen. While the majority of metabolic pathways exhibited differential enrichment in *ATG2*-silenced and *ATG5*-silenced pollen (Figure 6B,C), two pathways were consistently impacted in both cases: alanine, aspartate, and glutamate metabolism, as well as aminoacyl-tRNA biosynthesis. This observation suggests direct connections between autophagy and these two pathways. 

## 3. Discussion

### 3.1. Differential Regulation of Downstream Genes of Autophagy at mRNA and Protein Levels

Comparative proteomic and transcriptomic analyses reveal a notable characteristic: numerous genes display differential abundances at both the mRNA and protein levels in *ATG*-silenced pollen. In *ATG2*-silenced pollen, hundreds of differentially expressed genes were identified, yet only 9 of them displayed the similar changing trend at the protein level. Moreover, a limited number of differentially expressed genes were commonly regulated at both the mRNA and protein levels. All these data suggest that defects in autophagy have distinct impacts on the cellular mRNA and cellular protein levels. This observation is consistent with the findings from Arabidopsis *atg5* mutants, where the changes in the protein levels of most genes did not correlate with alterations in the mRNA levels [9]. It is proposed that genes may be regulated at the mRNA level (involving mRNA synthesis and degradation), protein level (involving protein synthesis and degradation), and within the autophagy process itself or through a combination of these processes. There is growing evidence supporting the crucial roles of autophagy in both RNA decay and protein degradation [16,17]. Our present comparative proteomic and transcriptomic analyses suggest that relying solely on RNA or protein level analysis may not be sufficient for accurately studying downstream autophagy pathways or establishing precise connections between autophagy and specific cellular events. Integrated multi-omics approaches are more effective for comprehending the role of autophagy in plants and exploring downstream pathways in future studies.

### 3.2. Autophagy-Dependent Cellular Metabolism Is Critical for Promoting Pollen Germination

Both transcriptomic and metabolomic analyses of pollen grains and pollen tube at different developmental stages support the idea that mature pollen already contains most transcripts involved in different metabolic pathways for pollen germination and that dramatic metabolic changes occur during the process to facilitate pollen tube emergence [18,19,20,21]. These studies show that most metabolites related to the carbohydrate and energy pathways, such as carbohydrate metabolism, TCA cycle, pyruvate utilization, and glycolysis, are present at relatively high levels in mature pollen grains compared to other tissues. Furthermore, metabolic pathways related to starch and fatty acid degradation are also activated in the initial stage of pollen germination. These findings indicate that pollen germination and tube growth are high energy-consumption processes and that high metabolic activity is required for the initiation of pollen germination [22,23,24,25,26]. While mature pollen stored carbohydrates and other storage components can support pollen germination, rapid pollen tube growth necessitates uptake carbohydrates and other stored components from surrounding tissues as an energy source [26,27]. Metabolite profiling analysis of male gametophytes at different developmental stages also supports this viewpoint [19]. The levels of storage components, such as sucrose and triradylglycerol, were observed to peak in mature pollen during the male gametophyte development and decrease as pollen germination occurs. This suggests that metabolites derived from these storage molecules could be recycled to support pollen germination [19].

Our integrated multi-omics analysis results reveal that autophagy, in collaboration with several metabolic pathways, plays a critical role in recycling the storage components of mature pollen during the initial stage of pollen germination (Figure 6 and Figure S3). 

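In *ATG5*-silenced pollen, the hexokinase gene *Hxk1a* (GeneID:107807808) fell from 190.0 ± 3.54 FPKM in WT to 57.3 ± 4.15 FPKM (SD, n = 3 libraries), a log2 change of -1.36 (standard error 0.064, adjusted p = 8.30e-07). *Hxk1* (GeneID:107797523), another hexokinase gene, fell from 126 ± 2.02 FPKM in WT to 43.3 ± 2.92 FPKM (SD, n = 3 libraries), a log2 change of -1.17. The fructokinase gene *FRK2* (GeneID:107818999) fell from 308 ± 8.34 FPKM in WT to 103 ± 7.32 FPKM (SD, n = 3 libraries), a log2 change of -1.21. Other genes of sugar metabolism rose. *FRK4* (GeneID:107774766), a fructokinase gene of higher expression than *FRK2*, rose from 1579 ± 54.1 FPKM in WT to 2414 ± 169 FPKM (SD, n = 3 libraries), a log2 change of 0.98 (standard error 0.080, adjusted p = 1.50e-05). The sucrose-phosphatase gene *SPP1* (GeneID:107767908) rose by 0.96, whereas the sucrose transporter gene *SUT3* (GeneID:107814196) fell by 0.38 on the log2 scale. Of 9 tested genes of sugar uptake and sucrose metabolism, 3 were higher and 4 lower (3 and 4 when adjusted over the list alone), and camera gave an adjusted p of 0.414. In *ATG2*-silenced pollen the same list was lower as a whole in camera (adjusted p = 0.0228, median log2 change -0.23), but not with an estimated correlation (adjusted p = 0.367 with an estimated correlation), nor without *ATG2*-silenced replicate 3 (adjusted p = 0.102) or WT replicate 1 (adjusted p = 0.0673), nor without a filter (adjusted p = 0.138), nor under the other 3 scalings or a plain empirical Bayes step. limma called none of its members over all genes, while 1 was higher and 6 were lower both at an unadjusted p under 0.05 and when adjusted over the list alone. Among 7 tested genes of fatty acid and storage lipid synthesis in *ATG5*-silenced pollen, 1 was higher and 3 were lower (1 and 3 when adjusted over the list alone), and camera gave an adjusted p of 0.421 with a median of -0.33. The desaturase gene *NtFAD7* (GeneID:107783156) fell by 0.65 and the sphingolipid synthesis gene *NtLCB2* (GeneID:107808909) by 0.54 on the log2 scale. With FPKM as deposited none of the 7 was higher and 6 were lower. limma called none of the 7 in *ATG2*-silenced pollen, where 1 was lower at an unadjusted p under 0.05. The metabolome was not analysed here.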

When comparing the transcriptomes and metabolomes of WT and autophagy-suppressed pollen, we observed a significant downregulation of transcripts and metabolites in metabolic pathways, such as amino acid metabolism, carbohydrate metabolism, and fatty acid metabolism. This suggests that autophagy-dependent metabolic regulation is critical for pollen germination. Research focusing on sucrose transport proteins, invertases, and monosaccharide transporters also supports the active uptake of carbohydrates as an energy source for pollen tube growth [28,29]. In tobacco, extracellular invertase and monosaccharide transporters, NtMST2, and NtMST3 were found to be crucial for pollen germination and tube growth, potentially through the supply of carbohydrates. Inhibiting invertase activities using a chemical invertase inhibitor or the expressing of an invertase inhibitor NtCIF resulted in a reduced sucrose uptake and compromised pollen germination [22]. The role of sucrose uptake in pollen germination has also been observed in Arabidopsis. One example is AtSUC1, which encodes a sucrose transporter and is localized to the plasma membrane in pollen tubes. While mutation in AtSUC1 did not affect pollen viability, pollen germination was significantly decreased in *suc1* mutants when compared with the WT plants [29]. In addition, proline has been found to be essential for pollen development and germination through the analysis of Δ1-pyrroline-5-carboxylate synthetase (P5CS) and Δ1-pyrroline-5-carboxylate reductase (P5CR), critical enzymes in proline synthesis [30]. Although the role of specific metabolites such as carbohydrates and fatty acids in pollen germination has not been directly tested, dynamic changes in fatty acid composition during pollen germination have been revealed in various plants [31]. Our findings provide evidence that during pollen germination, autophagy not only mediates selective cytoplasmic clearance but also regulates the activity of these well-known critical metabolic processes. It is worth testing the exact role of these metabolic pathways in pollen germination and identifying the direct connection between the metabolites and pollen germination in future studies.

### 3.3. Differences and Similarities between Tobacco and Arabidopsis atg5 Transcriptomes

At present, no transcriptome data of autophagy-deficient pollen are available in Arabidopsis and other model plants, which do not allow us to compare the differences in the transcriptome of autophagy-deficient pollen from different plants. However, transcriptome analyses have been performed in Arabidopsis *atg5* rosettes under stress conditions [32], which gives us an opportunity to compare the similarities and differences in the impact of autophagy on cellular transcriptome. In Arabidopsis, transcriptomic analysis of *atg5* mutant under low nitrate condition revealed that the pathways for glutathione, methionine, raffinose, galacturonate, and anthocyanin are disrupted [32]. However, our present analysis results show that downregulated genes in *ATG5*-silenced pollen were enriched in the pathways related to translation, proton transport, ribosome assembly, whereas upregulated genes in *ATG5*-silenced pollen were enriched in RNA splicing, response to monosaccharide, protein complex biogenesis (Figure S4). 

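Many but not all translation factors were lower in *ATG5*-silenced pollen. The RNA helicase gene *eIF-4A-9* (GeneID:107787142) fell from 32.5 ± 1.25 FPKM in WT to 8.89 ± 1.15 FPKM (SD, n = 3 libraries), a log2 change of -1.47 (standard error 0.10, adjusted p = 6.63e-06). Its paralogs *eIF-4A-14* (GeneID:107764101), *eIF-4A-8* (GeneID:107821770), *eIF-4A-10* (GeneID:107783884) and *eIF-4A-11* (GeneID:107785067) had log2 changes of -1.13, -1.02, -0.98 and -0.94. These copies may share reads, so their changes are uncertain as separate values. The cap-binding gene *eIFiso4E* (GeneID:107780685) fell from 94.8 ± 1.68 FPKM in WT to 41.7 ± 1.49 FPKM (SD, n = 3 libraries), a log2 change of -0.81, and *PABP* (GeneID:107784553), for a poly(A)-binding protein, had one of -0.83. Among 16 tested translation factors, 1 was higher and 11 were lower at an adjusted p under 0.05 (1 and 11 when adjusted over the list alone), with a median of -0.67. The list was lower than other genes in camera (adjusted p = 6.06e-04), but not with an estimated correlation (adjusted p = 0.123 with an estimated correlation). It was the 1 list of 16 to pass in this comparison, and 4 had an unadjusted p under 0.05. The 1 factor that rose, *eIF3a* (GeneID:107760201, log2 change 0.91), did not pass without WT replicate 3 (adjusted p = 0.0512) or with FPKM as deposited, and *eIF-4A-15* (GeneID:107814763), at 0.00 here, was lower with FPKM as deposited (-0.35) and rescaled to equal totals (-0.28). Among 9 tested cytosolic ribosomal proteins, 3 were lower and none higher (2 and none when adjusted over the list alone), with a camera adjusted p of 0.159 and a median of -0.34. *RPS14* (GeneID:107771427) had a log2 change of -1.20 and *RPL23* (GeneID:107768301) one of -0.99. Of the plastid ribosomal proteins 1 could be tested, *RPL4* (GeneID:107817573), which rose by 0.79, and of the aminoacyl-tRNA synthetases 1, which did not pass over all genes and was lower over the list alone (adjusted p = 0.0507 over all genes for *GluRS*, GeneID:107784556). Among 8 tested ER chaperones, 6 were lower and none higher (7 and none when adjusted over the list alone), with a camera adjusted p of 0.0540 that was 0.00146 without WT replicate 3, 0.0110 without a filter and 0.455 with an estimated correlation. *BIP2* (GeneID:107805427) had a log2 change of -1.30, though copies of *BIP* may share reads, and the cell death suppressor gene *BI-1* (GeneID:107793180) one of -0.91. Among 5 tested genes of the proteasome and ubiquitin, *cul1B* (GeneID:107778339) was higher, at 0.99, and camera gave an adjusted p of 0.443, with a median of 0.13 that was below 0 under the other 3 scalings. Genes of proton transport, RNA splicing and the response to monosaccharide have no list of names here. Silencing of *ATG2* left the 16 factors uncalled by limma over all genes (3 higher and 2 lower at an unadjusted p under 0.05, and 1 lower when adjusted over the list alone), and camera gave an adjusted p of 0.977, with a median of -0.00 and a mean of 0.07. All 9 ribosomal proteins had log2 changes above 0 in that line, with a median of 0.34 and an adjusted p of 0.168 from camera.

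**Figure D4:**
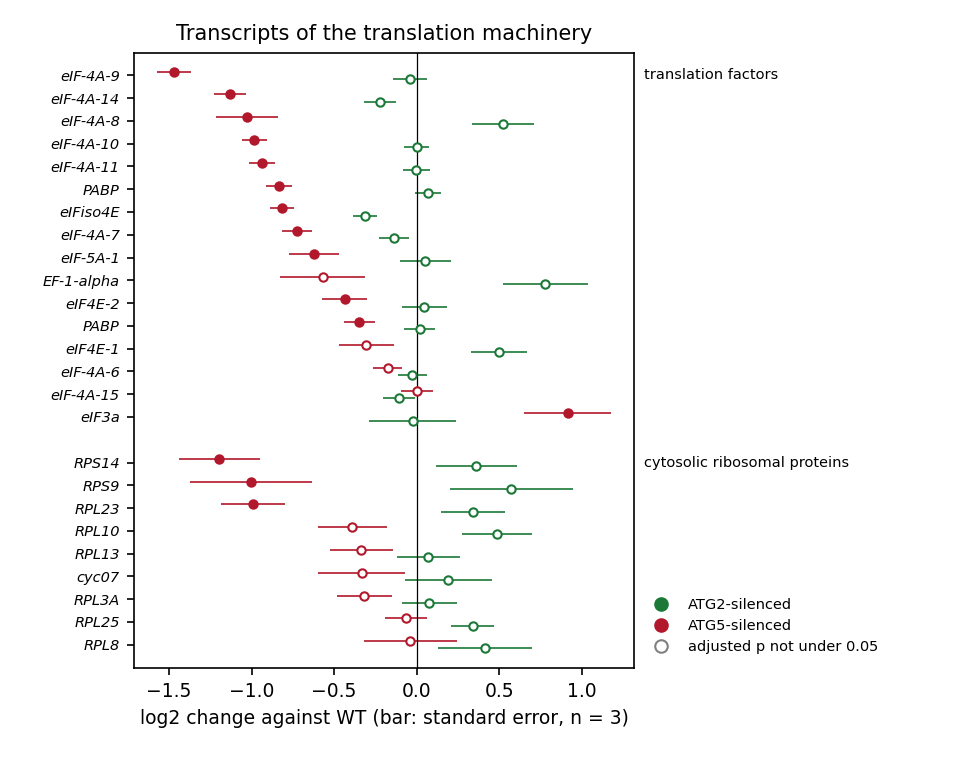
Log2 change against WT (horizontal axis) of 16 translation factors and 9 cytosolic ribosomal proteins in *ATG2*-silenced and *ATG5*-silenced pollen, with bars of 1 standard error (n = 3) and open dots where the adjusted p is not under 0.05. Of the factors, 11 filled dots of *ATG5*-silenced pollen lie below 0 and *eIF3a* above it, and *eIF-4A-15*, at 0 here, lies below 0 with FPKM as deposited and rescaled to equal totals.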

There are two potential reasons for the differential downstream pathways of *ATG5* in tobacco and Arabidopsis. The first is the different tissues that were used for transcriptome analysis. Rosettes from Arabidopsis *atg5* mutants were collected under low nitrate stress conditions, while pollen grains were obtained from *ATG5*-silenced plants under normal growth conditions for transcriptome analysis. The second possibility is that the pathways downstream of *ATG5* were indeed not conserved in different plants. Our recent research revealed that autophagy-mediated cytoplasmic clearance is required for tobacco pollen germination, whereas Arabidopsis *atg5* mutant displayed almost normal pollen germination as WT plants [11]. Therefore, whether the role of autophagy and its regulatory pathways are conserved in different plants is worth investigating in the future studies through more detailed analysis.

## 4. Materials and Methods

### 4.1. Plant Materials

*N. tabacum* L. cv. Petite Havana SR1, *ATG2*-silenced and *ATG5*-silenced plants were grown under 12 h of daylight at 25 ± 2 °C in a glasshouse.

### 4.2. RNA Isolation and RNA-Seq

Total RNA was extracted from pollen grains using MiniBEST Plant RNA Extraction Kit (TaKaRa, Kusatsu, Japan). Subsequently, mRNA was purified from the total RNA using Dynabeads^®^ mRNA Purification Kit. Sequencing libraries were constructed using MGIEasy RNA Library Prep Kit according to the reference guide and were subsequently sequenced on the MGIseq2000 platform.

### 4.3. RNA-Seq Data Analysis

The reads containing adaptors and low-quality reads were removed by SOAPnuke [33]. Subsequently, the clean reads were mapped to the tobacco genome and reference transcript sequences (Ntab-TN90 reference Annotation Release 100) using the HISAT2 [34] and Bowtie 2 [35], respectively. The expression level of each gene was quantified as fragments per kilobase of transcript per million mapped reads (FPKM) using RSEM [36]. Differentially expressed genes between WT and *ATG*-silenced groups were identified using DESeq2 [37].

### 4.4. GO Analysis

GO analysis was performed using the public database (https://geneontology.org/, accessed on 30 August 2023). The enrichment *p*-value for each GO term was calculated using a hypergeometric test.

### 4.5. KEGG Analysis

Pathway annotations for tobacco were obtained from the KEGG (Kyoto Encyclopedia of Genes and Genomes) database. The statistical significance of enriched KEGG pathways was determined using a hypergeometric test.

### 4.6. High-Throughput Analysis of Primary Metabolites in Pollen Using GC-TOF/MS

Metabolite extraction for GC-TOF/MS was performed following a previously described method with minor modifications [38]. Pollen from the WT, *ATG2* RNAi, and *ATG5* RNAi plants were collected for high-throughput metabolomics analysis, respectively. Approximately 30 mg of pollen grains was collected and immediately frozen in liquid nitrogen and homogenized using a pestle in a 2 mL tube precooled with liquid nitrogen. Then, each sample was extracted with 0.4 mL extraction liquid (V_methano_l:V_H2O_ = 3:1), and 20 μL of adonitol (1 mg/mL stock in dH_2_O) as internal standard to the sample. Sample extraction, derivatization, and injection were performed as described previously [38]. GC-TOF/MS analysis was performed using an Agilent 7890 gas chromatograph system coupled with a Pegasus HT time-of-flight mass spectrometer. The system utilized a DB-5MS capillary column coated with 5% diphenyl cross-linked with 95% dimethylpolysiloxane (30 m × 250 μm inner diameter, 0.25 μm film thickness; J&W Scientific, Folsom, CA, USA). Metabolites were identified in comparison to a commercial EI-MS library with Chroma TOF 4.3X software of LECO Corporation and LECO-Fiehn Rtx5 database. The RI (retention time index) method was used in the peak identification, and the RI tolerance was 5000. Metabolic features detected in < 50% of QC samples were removed [39]. The resulted three-dimensional dataset, comprising the peak number, sample name, and normalized peak area, was fed to SIMCA14.1 software package for orthogonal projections to latent structures-discriminate analysis (OPLS-DA). To identify differentially expressed metabolites between the WT and *ATG*-silenced pollen, variables with a variable importance in the projection (VIP) value greater than 1 in combination with Student’s *t*-test (*p* < 0.05) were employed.

## 5. Conclusions

In summary, our study employed multi-omics analyses to unveil the pivotal role of autophagy in cellular metabolism during pollen germination. Disrupting autophagy through the silencing of autophagy-specific genes *ATG2* and *ATG5* led to impaired pollen germination. While both *ATG2* and *ATG5* play similar roles in regulating pollen germination, silencing *ATG5* had a more pronounced impact on the transcriptome compared to *ATG2* silencing. Furthermore, our comprehensive high-throughput analysis, which integrates metabolomics, transcriptomics, and proteomics, shed light on potential downstream pathways of autophagy, particularly in amino acid and carbohydrate metabolism, during pollen germination.

## Figures and Tables

**Figure 1:**
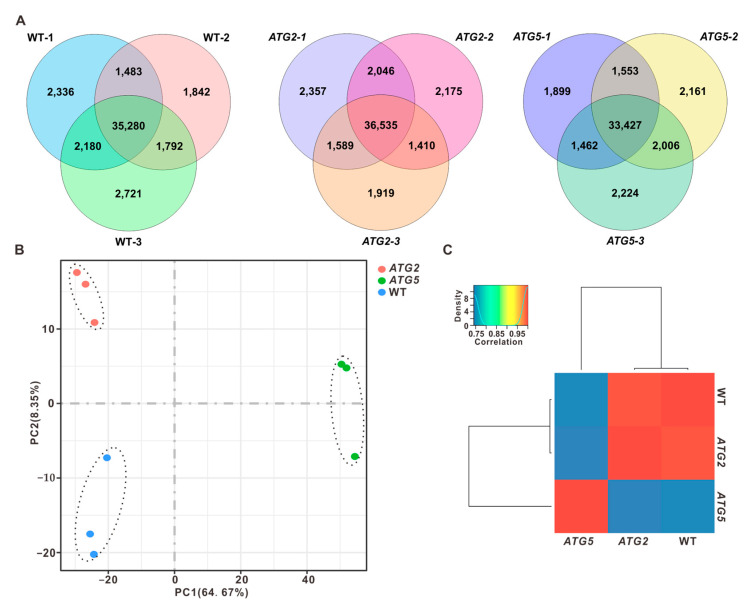
Global transcriptome analysis of WT, *ATG2*-silenced, and *ATG5*-silenced pollen (**A**). Overlap analysis of detected genes in three independent biological replicates. (**B**). Principal component analysis of the transcriptomes of WT, *ATG2*-silenced, and *ATG5*-silenced pollen. (**C**). Clustering analysis the transcriptome of WT, *ATG2*-silenced, and *ATG5*-silenced pollen according to the Pearson’s correlation efficient.

**Figure 2:**
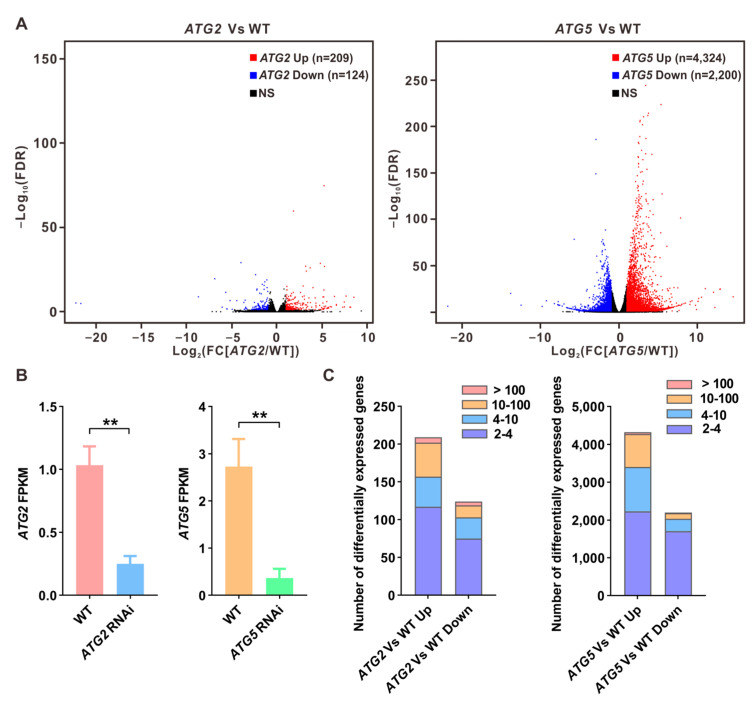
Identification of differentially expressed genes between WT and *ATG*-silenced pollen. (**A**). Volcano plots displaying differentially expressed genes between *ATG2*-silenced and WT pollen or *ATG5*-silenced and WT pollen. Red dots indicate upregulated genes, and blue dots indicate downregulated genes. (**B**). FPKM values of *ATG2* and *ATG5* in WT and their respective RNAi lines. (**C**). Number of differentially expressed genes between *ATG2*-silenced and WT pollen or *ATG5*-silenced and WT pollen. Fold changes are indicated with the distinct colors. Student’s t test, ** *p* < 0.05.

**Figure 3:**
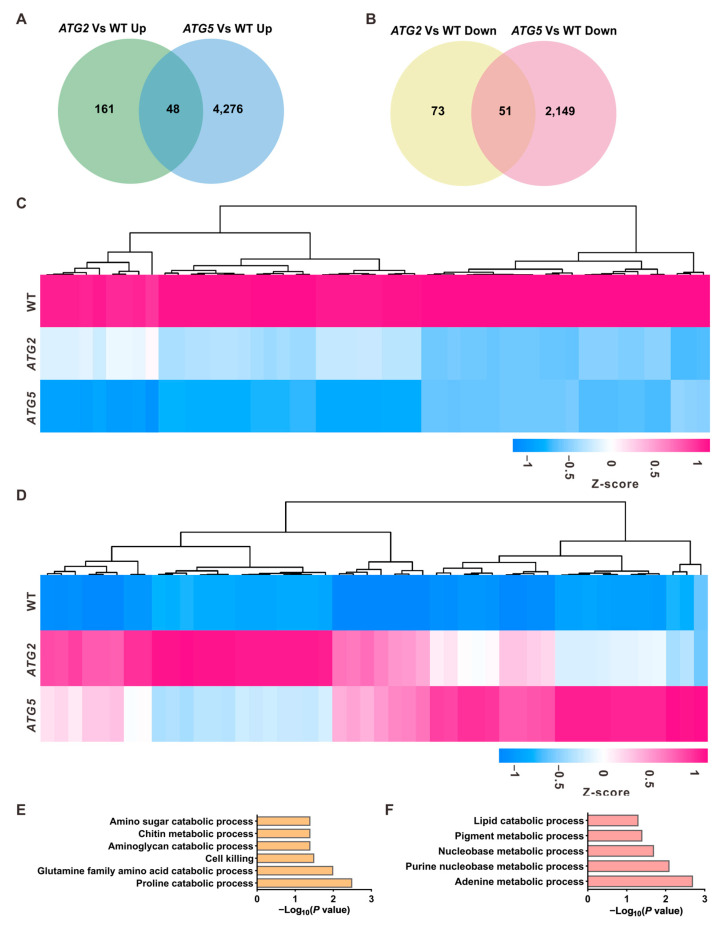
Identification of downstream pathways of autophagy in the process of pollen germination (**A**,**B**). Overlap analysis of upregulated genes (**A**) and downregulated genes (**B**) between *ATG2*/WT and *ATG5*/WT. (**C**,**D**). Heat maps showing the expression levels of the commonly downregulated (**C**) and commonly upregulated genes (**D**) in *ATG2*-silenced and *ATG5*-silenced pollen. (**E**,**F**). GO enrichment analysis of the commonly downregulated (**E**) and upregulated genes (**F**) in *ATG2*-silenced and *ATG5*-silenced pollen.

**Figure 4:**
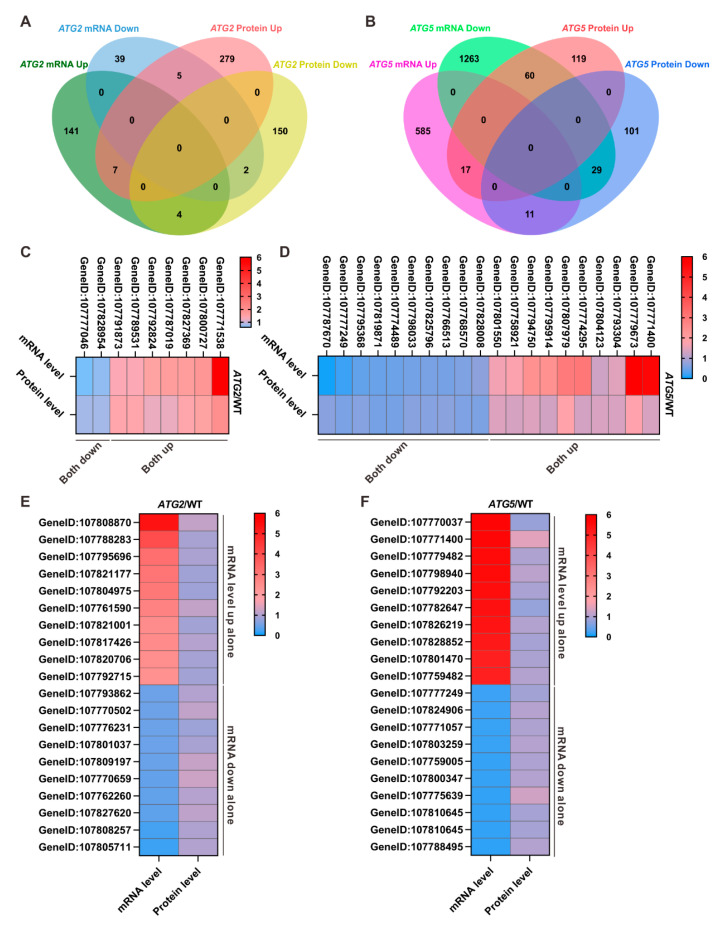
Comparisons between differentially regulated transcripts and proteins in *ATG2*-silenced and *ATG5*-silenced pollen (**A**,**B**). Overlap analysis of differentially regulated transcripts and proteins in *ATG2*-silenced (**A**) and *ATG5*-silenced (**B**) pollen. (**C**,**D**). Heat maps showing differentially expressed genes that consistently change at mRNA and protein levels in *ATG2*-silenced (**C**) and *ATG5*-silenced (**D**) pollen. (**E**,**F**). Heat maps showing genes that are differentially regulated at both mRNA and protein levels in *ATG2*-silenced (**E**) and *ATG5*-silenced (**F**) pollen.

**Figure 5:**
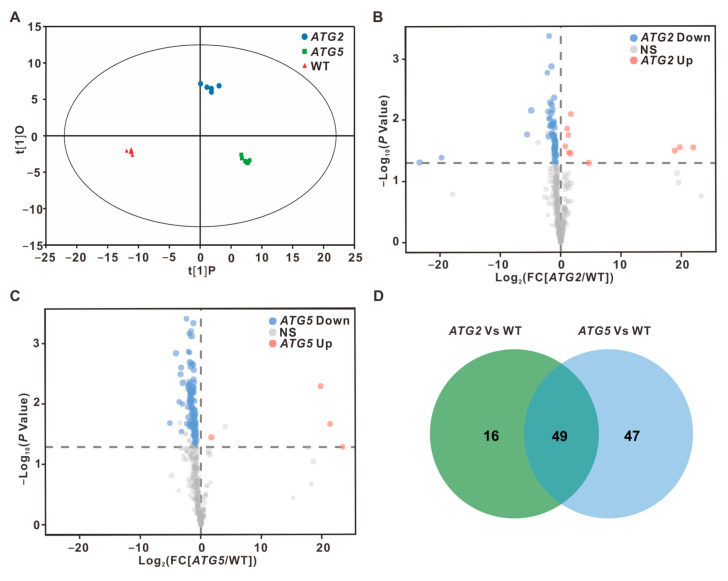
Silencing *ATGs* results in the decreased metabolite levels in pollen (**A**). OPLS-DA of metabolite levels. The ellipse represents the Hotelling T2 with 95% confidence. (**B**,**C**). Volcano plots showing metabolites with different abundances between WT and *ATG*-silenced pollen. Blue dots indicate downregulated metabolites in *ATG*-silenced pollen, while pink dots indicate upregulated metabolites in *ATG*-silenced pollen. (*t*-test, *p* < 0.05). (**D**). Venn diagrams showing the overlaps of metabolites with significantly different contents in *ATG*-silenced pollen.

**Figure 6:**
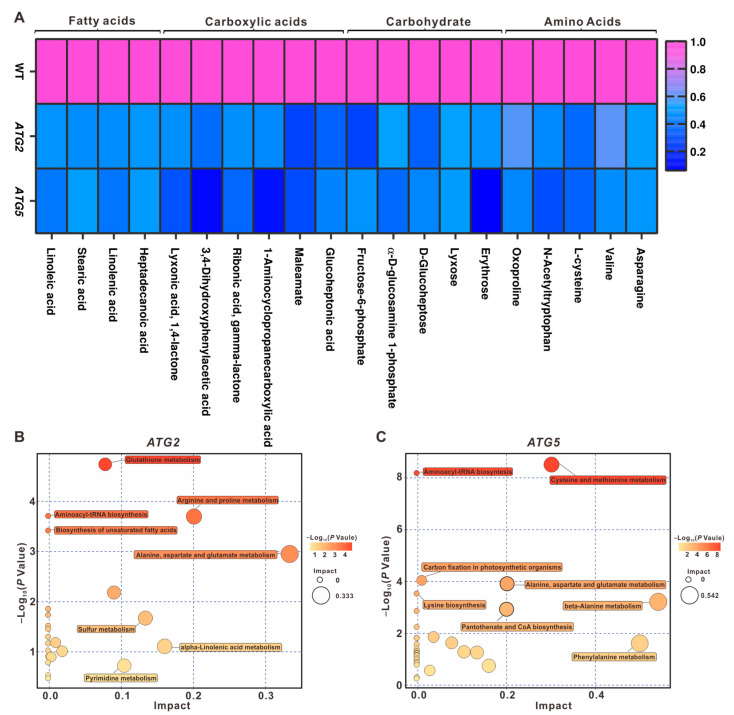
Significant impact of *ATG* downregulation on downstream metabolic pathways (**A**). Heat map depicting the relative metabolite contents. (**B**,**C**). Metabolic pathways regulated by *ATG2* (**B**) or *ATG5* (**C**).

## Data Availability

RNA-seq data of WT, *ATG2*-silenced, and *ATG5*-silenced pollen were uploaded to the NCBI Gene Expression Omnibus (GEO) under accession GSE158922.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms241915014/s1.

How the deposited data were processed for this re-analysis (not part of the article)

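RNA-seq was done by the authors on pollen of WT, *ATG2*-silenced and *ATG5*-silenced tobacco plants, with 3 libraries per genotype and 9 in all. RNA was extracted with the MiniBEST Plant RNA Extraction Kit, mRNA was purified with Dynabeads, libraries were made with the MGIEasy RNA Library Prep Kit and sequenced on the MGIseq2000. The authors removed adaptors and low-quality reads with SOAPnuke, mapped the clean reads to the Ntab-TN90 reference with HISAT2 and Bowtie 2, and quantified genes with RSEM, in versions that the sources used here do not give. The deposited values are FPKM, normalized by the authors by transcript length and by mapped fragments, in 1 table per library. Each table also holds 1 line without a gene or a value, which was left out. Read counts were not analysed here, so the DESeq2 test of the paper was not repeated, and neither counting intervals nor limits for values of 0 are given. The 3 *ATG2*-silenced libraries and WT replicate 3 hold values with 1 decimal, the other 5 libraries 2 decimals, which limits the precision of weakly expressed genes.

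The values were processed in R 4.3.3 with limma 3.58.1, statmod 1.5.0 and jsonlite 2.0.0, and plotted with Python 3.11.15 and matplotlib 3.10.9. Each library was divided by its median-of-ratios factor over the 14192 genes above 1 FPKM in all libraries, the factors being divided by the geometric mean of the WT factors, and the log2 was taken after adding 0.5. Genes with at least 0.5 FPKM in at least 3 of the 9 libraries were tested, 27836 in all. limma (lmFit, then eBayes with trend and robust) was fitted once to the 9 libraries, with contrasts of each silenced line against WT and of *ATG5*-silenced against *ATG2*-silenced pollen. All p-values are two-sided and adjusted by Benjamini-Hochberg over the tested genes, separately for each contrast. A gene is called at an adjusted p under 0.05 and a fold above 2 or below 0.5, as in the paper. Genes called in both lines in the same direction were counted per direction, beside the count that independent calls would give, over all tested genes and with annotated genes and unannotated transcripts counted apart. The covariance of the log2 changes of both lines was compared with 100 simulations without an effect that share the WT libraries. Single values, such as the FPKM of *ATG2* or the number of detected genes, were compared by exact permutation tests over all assignments of 3 against 3 libraries.

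Gene lists were meant to be drawn from gene descriptions, but the reference pairs identifiers with names alone and gives no description or GO term. The 28 lists were therefore written from the gene names, 321 genes in all, after the tables were at hand and before any value of these genes in the tables was looked at. They cover the autophagy machinery, cytosolic and plastid ribosomal proteins, translation factors, aminoacyl-tRNA synthetases, sugar uptake and sucrose metabolism, glycolysis and organic acid metabolism, amino acid metabolism, polyamine synthesis, nucleotide synthesis, lipid breakdown, fatty acid and storage lipid synthesis, sterol and isoprenoid synthesis, peroxisome biogenesis, redox and iron, cytosolic and organellar chaperones, ER chaperones, pollen and pollen tube genes, the proteasome and ubiquitin, proteases, RNA silencing, chitinases and pathogenesis-related proteins, cell division, histones, and markers of green tissue, of the anther wall, of other floral tissue and of the root. Each list with at least 5 tested members, 16 in all, was tested with camera of limma at a preset correlation of 0.01 and with an estimated correlation, adjusted over the 16 lists. Over all genes and over the list alone, members past an adjusted p under 0.05 were counted. A Fisher test of the lists among the genes called in both lines was planned and is void, since 1 of those genes has a name.

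The genes named in the text follow a rule set before the data were examined, as were the model, the thresholds and the alternatives except those said to be chosen later. It names each copy of *ATG2* and *ATG5*, the 10 called genes of largest change per direction against WT among genes with a name, at least 5 FPKM in 1 group and no overlap between the libraries of both groups, up to 4 members of each list with the smallest p per comparison, the genes of Figure 4C-F, and the named genes called in both lines. The rule asked for a description other than uncharacterized, for which a name in the reference was taken. The values in Supplementary Data S1 had been seen before the rule was written. Members of the lists beyond the 4 per comparison, and genes said to be so, were chosen after their values were seen.

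The procedure was tested on simulated data, in which log2 changes of 1, 1.5, 2 and 3 were given to some genes in groups of 3 libraries. Changes of 2 were called for 84.8% of the genes in the *ATG2* comparison and 87.5% in the *ATG5* comparison, and changes of 3 for 95.3% and 91.3%. These shares are over the changed genes that passed the filter. Every simulated value carried 2 decimals, and few genes changed, so that the adjusted p was stricter than in the real *ATG5* comparison. Of the genes without a change, 5 of 25390 and 6 of 25315 were called. PCA used centred, unscaled log2 values of the tested genes, and correlations used log2(FPKM + 0.5) of the genes above 0 in at least 1 library. The alternatives were another pseudocount, another filter, other scalings, the 6 libraries compared alone, the replicate number as a block, a plain empirical Bayes step, leaving out each library, no fold minimum and annotated genes alone. Also, 10 splits of the 6 libraries of each comparison and 100 of all 9 were run through the same test. The proteome of Figure 4, the metabolome and the GO analyses were not analysed here.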

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

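Of the tests reported in this part, that of genomic DNA or unspliced RNA was chosen only after the result was seen.

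The silenced lines moved 10 genes in opposite directions, each called in both lines and in the direct comparison of the lines. These are 4 higher in *ATG2*-silenced and lower in *ATG5*-silenced pollen and 6 the reverse, no more than the 10.4 and 6.41 that independent calls would give (11.0 and 8.15 with annotated genes and unannotated transcripts counted apart). The 1 with a name in the reference is *Gln1-3*, 39.9 ± 7.71 FPKM in *ATG2*-silenced, 17.9 ± 3.48 in WT and 6.14 ± 0.953 in *ATG5*-silenced pollen (SD, n = 3), which fell by 2.12 on the log2 scale from *ATG2*-silenced to *ATG5*-silenced pollen (-2.125, adjusted p = 9.47e-06 from limma). GeneID:107758973 was also higher in *ATG2*-silenced pollen, by 1.51, and fell by 1.57 in *ATG5*-silenced pollen. GeneID:107770883 fell by 1.30 and rose by 1.19, and GeneID:107827292 fell by 1.33 and rose by 1.27, in the same order. The other 6 are unannotated transcripts. Apart from *Gln1-3*, these genes were chosen after their values were seen, and the paper does not report on a difference of this kind. Of the 4, the call of *Gln1-3* in *ATG2*-silenced pollen is lost without single libraries (adjusted p up to 0.122), and the other 3 had adjusted p-values of 0.0453 to 0.0481 there. No explanation was tested for it.

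Transcripts outside the annotation, on which the paper does not report separately, were called higher in large number: 2307 in *ATG5*-silenced and 85 in *ATG2*-silenced pollen. They are 25.0% of the tested genes and 56.9% of those called higher in *ATG5*-silenced pollen. Of the tested unannotated transcripts 33.2% were called higher and 8.67% lower there, and of the annotated genes 8.39% and 7.44%. The 2307 had a median of 3.75 FPKM in *ATG5*-silenced pollen and 0.66 FPKM in WT. Low expression is argued against as the whole cause, since of annotated genes weighted to the same levels 7.76% were called higher (7.759%). With FPKM as deposited, unannotated transcripts were 64.7% (64.75%) of the genes called higher. This does not test the scaling as a cause, since 1 factor per library shifts both classes together. Their median log2 changes here were -0.12 for annotated genes and 0.54 for unannotated transcripts. Genomic DNA or unspliced RNA would raise nearly all of them: 68.3% (68.32%) of the tested unannotated transcripts changed by more than the median annotated gene, where 80% or more was set as its mark and under 65% against it, so it stays open. Transcript models assembled mostly from the *ATG5*-silenced libraries would be absent elsewhere: 137 of the 2307, or 5.94% (5.938%), are listed at 0 in all WT and *ATG2*-silenced libraries, between the marks of over 50% for it and under 5% against it, so it stays open too. A response of unannotated loci to the silencing of *ATG5* may underlie the pattern but cannot be told apart from these, since the genotype and the libraries are 1 and the same here. Unannotated transcripts took 10.6% of the FPKM in *ATG5*-silenced, 9.56% in *ATG2*-silenced and 9.13% in WT pollen.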

How the results depend on the processing

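The setting with all libraries rounded to 1 decimal and, for detected genes, the leave-one-out means are tests chosen only after the result was seen.

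Over all settings, of the values of named genes in *ATG5*-silenced pollen 4089 kept their direction and side of the threshold, 153 fell short of it, 142 passed it anew and 8 reversed. For *ATG2*-silenced pollen 4129 kept both, 58 fell short, 26 passed anew and 0 reversed. Of the values of gene lists, 324, 328 and 318 kept both in the comparisons of *ATG2*-silenced pollen with WT, *ATG5*-silenced pollen with WT and both lines, where 8, 1 and 14 fell short and 0, 3 and 0 passed anew. Reversed in *ATG5*-silenced pollen were, with FPKM as deposited, *eIF-4A-15* (-0.349), *ADC1A* (-0.017), *FAD2* (-0.218), *FAD3* (-0.034) and *cul1A* (-0.235), rescaled to equal totals *eIF-4A-15* (-0.281) and *cul1A* (-0.164), and under quantile normalization *ntp101* (-0.248). These scalings put the median log2 change of all genes in this line at -0.30, -0.25 and -0.17, against -0.03.

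FPKM as deposited gave 210 genes higher in *ATG2*-silenced pollen, all 134 called here among them, 3973 lower in *ATG5*-silenced pollen, with all 2156 among them, and 2465 higher and 5751 lower between the lines. Rescaled to equal totals, 3616 were lower in *ATG5*-silenced pollen and 4872 lower between the lines. By construction, these scalings shift all log2 changes of a comparison together. Without a fold minimum, 114 genes were lower in *ATG2*-silenced pollen, 7536 higher and 6944 lower in *ATG5*-silenced pollen, and 7472 and 7643 between the lines, as fewer conditions must hold. With annotated genes alone, 73 were higher in *ATG2*-silenced and 1755 in *ATG5*-silenced pollen, as fewer genes were tested. Pseudocount 0.1 gave 50 genes higher in both lines, and the cause was not tested. Pseudocount 1 put *ATG2* at -0.750 and *ATG5* at -0.958, short of the fold, as a larger constant shrinks the change of genes near 1 FPKM.

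Lists past the threshold in *ATG2*-silenced pollen numbered 0 with FPKM as deposited, rescaled to equal totals, under quantile normalization, with a plain empirical Bayes step and with an estimated correlation, against 1. For *ATG5*-silenced pollen there were 4 without a filter, 2 with the replicate block and 0 with an estimated correlation, against 1. Between the lines there were 2 with FPKM as deposited, 2 rescaled to equal totals and 0 with an estimated correlation, against 4. Over all settings the adjusted p of sugar genes ran from 0.0119 to 0.367 in *ATG2*-silenced pollen, and that of translation factors from 1.28e-05 to 0.123 in *ATG5*-silenced pollen and from 1.22e-05 to 0.135 between the lines. Between the lines it ran from 0.00965 to 0.423 for glycolysis, from 0.00617 to 0.560 for ER chaperones and from 0.00658 to 0.423 for ribosomal proteins. The cause was not tested.

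Detected genes at an FPKM of at least 0.1 numbered 32815 in *ATG5*-silenced pollen and 35734 in WT, at least 1 21373, 19145 and 19993 in *ATG2*-silenced, *ATG5*-silenced and WT pollen, among annotated genes alone 32409, 32071 and 33909, and rounded to 1 decimal 36082 in *ATG5*-silenced pollen and 38196 in WT, as fewer values count. The lowest r within a genotype was 0.9810 on linear FPKM, 0.9046 as Spearman's rho, 0.9738 with pseudocount 1 and 0.9604 over the tested genes. With genes at unit variance PC1 held 52.78%, PC2 13.07% and the distance ratio was 1.885, with pseudocount 1 PC1 held 67.96% at a ratio of 2.626, and on linear FPKM PC1 held 95.47%, PC2 1.815% and the ratio was 10.57. The ratio was 2.722 over the genes of highest variance alone and 2.289 with FPKM as deposited. For correlations and components the cause was not tested.

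Leaving out 1 library at a time gave 27 to 268 genes higher and 12 to 54 lower in *ATG2*-silenced pollen, 3586 to 4109 and 1944 to 2262 in *ATG5*-silenced pollen, and 3506 to 3967 and 2435 to 2845 between the lines. It gave 12 to 100 genes higher and 2 to 24 lower in both lines. The highest count of genes higher in *ATG2*-silenced pollen and in both lines came without WT replicate 3, and the lowest of genes lower without WT replicate 2. Lists past the threshold numbered 0 to 1, 1 to 2 and 1 to 4, with 0 without *ATG2*-silenced replicate 3 or WT replicate 1, 2 without WT replicate 3 and 1 without *ATG5*-silenced replicate 3. *ATG2* changed by -1.186 to -1.043 and *ATG5* by -1.515 to -1.278. PC1 held 60.56% to 67.83%, PC2 7.739% to 11.53%, and the distance ratio was 2.319 to 2.468. Fewer samples lower the power of each fit, but the rise without WT replicate 3 is no such effect, and its cause was not tested.

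The replicate numbers do not pair the libraries: residuals of libraries of the same number correlated at -0.044 to 0.053 (9 pairs), those of different numbers at -0.11 to 0.069 (18 pairs). With the replicate block, 108 genes were higher and 36 lower in *ATG2*-silenced pollen, 4052 and 2151 in *ATG5*-silenced pollen, and 4003 and 2685 between the lines, with 29 higher and 13 lower in both lines. Depth was not varied, since read counts were not analysed here.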

Differences from the paper's values

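No test reported in this part was chosen only after the result was seen, and the alternatives were set before the data were examined.

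In *ATG2*-silenced pollen 134 genes were called higher, where the paper's count is 209, at the same thresholds but by another test. FPKM as deposited (210), rescaling to equal totals (173), the fit without *ATG5*-silenced replicate 1 (161) or WT replicate 3 (268), and no fold minimum (187) come within 1.5 times the paper's count. Both pseudocounts, both filters, quantile normalization, the 6 libraries compared alone, the replicate block, the plain empirical Bayes step, annotated genes alone and the fits without any other library do not. The number called lower was 44, where the paper's count is 124, and no fold minimum (114) alone comes near it. The 209 genes that the paper lists as higher include 204 tested here, all 204 with a log2 change above 0, of which 109 passed the adjusted p and 103 were called, and 31 genes called here are not listed. Of the paper's 124, 109 were tested, all 109 below 0, 47 passed and 39 were called, with 5 called here alone. The counts of *ATG5*-silenced pollen, 4058 and 2156, lie within 1.5 times the paper's 4324 and 2200, although FPKM as deposited give 2871 and 3973.

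Higher in both lines were 30 genes, where the paper shows about 48 in Fig. 3A,B, read by eye. Pseudocount 0.1 (50), the filter of at least 1 FPKM (35), FPKM as deposited (43), rescaling to equal totals (35) and the fit without *ATG5*-silenced replicate 1 (36) come within 1.5 times, and the other alternatives do not. Lower in both were 18, where the paper shows about 51 in Fig. 3A,B, read by eye, and none of the alternatives comes within 1.5 times, at 2 to 24 genes.

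The lowest r within a genotype was 0.9689 on the log2 scale, where the paper states 0.98 or more without naming the scale. Linear FPKM gives 0.9810, and Spearman's rho (0.9046), pseudocount 1 (0.9738) and the tested genes alone (0.9604) stay below the paper's value.

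The mean FPKM of *ATG5* was 1.38 in WT, where the paper shows about 2.7 in Fig. 2B, read by eye, and 0.170 in *ATG5*-silenced pollen, where the paper shows about 0.36 in Fig. 2B, read by eye. Single libraries lay at 1.04 to 1.6 in WT and 0.10 to 0.23 in *ATG5*-silenced pollen. As deposited values, these means enter no choice of scaling, filter or pseudocount, so no alternative moves them. The log2 ratio of the mean FPKM is -3.02 for *ATG5*, and the paper's log2 change in Supplementary Data S1 is -2.66, a pair not counted as differing here, except without *ATG5*-silenced replicate 2 (-3.30). For *ATG2* it is -2.16 and the paper's is -2.20.

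From transcriptomes and metabolomes, the paper states downregulation of transcripts and metabolites of carbohydrate metabolism, among other pathways, in the silenced pollen. The lists here hold genes with a name alone, which 452 of the 27836 tested genes have. They therefore cover a small part of that statement, and metabolites were not analysed. Over 9 tested genes of sugar uptake and sucrose metabolism in *ATG5*-silenced pollen, 3 were higher and 4 lower, whereas of glycolysis and organic acid metabolism 1 was higher and 6 were lower, and in *ATG2*-silenced pollen the sugar list was lower as a whole with a preset correlation (adjusted p = 0.0228) but not with an estimated one (0.367), nor under the other 3 scalings, without a filter, with a plain empirical Bayes step, or without *ATG2*-silenced replicate 3 or WT replicate 1.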

Other observations

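The tests of the scaling behind the split of genes higher and lower and of traces of green tissue were chosen only after the result was seen.

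More genes were called higher than lower in *ATG5*-silenced pollen, 65.3% of those called. The scaling of the libraries may set this balance: with FPKM as deposited 41.9% (41.95%) were higher, and rescaled to equal totals 46.1%. A few abundant genes taking more of the total would shift all other genes down, yet after leaving out the 100 most abundant genes and rescaling to equal totals the median log2 change was -0.16 (-0.159), between the marks of within 0.1 of 0 and below -0.2, so this stays open. Of those 100 genes, 27 were called higher and 15 lower. Without a spiked standard the FPKM cannot tell a change of most genes from one of a few abundant genes, and a response to the silencing of *ATG5* was not tested apart from it.

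The 18 genes lower in both silenced lines were looked at for traces of green tissue in WT libraries. Markers of green tissue were few in pollen: of 23 photosynthesis genes 3 could be tested, of which in *ATG5*-silenced pollen *FNR* was higher (log2 change 1.33) and *CAB21* lower (-1.58), 1 each over all genes (1 higher and 2 lower when adjusted over the list alone). limma called none of the 3 in *ATG2*-silenced pollen, with 2 lower at an unadjusted p under 0.05 and 1 lower when adjusted over the list alone. Summed, the 23 genes stood at 7.59 ± 2.12 FPKM in WT, 5.10 ± 0.854 in *ATG2*-silenced and 6.78 ± 0.513 in *ATG5*-silenced pollen (SD, n = 3). The 15 of them with lower means in both lines lost 2.92 ± 1.29 and 3.92 ± 1.27 FPKM together (SE), so that a trace of green tissue in WT is not excluded as such. The 18 genes lost 109 (109.0) and 131 FPKM, and without *hsp90*, which lost most, still 66.6 ± 4.10 and 76.6 ± 4.00 (SE). This argues against green tissue as the source of their summed fall, since it would bring its abundant photosynthesis transcripts along. Taken singly, 15 of the 18 genes lost no more than those markers together plus 2 SE in at least 1 line, and these stay open to it. Together they lost 46.9 FPKM in *ATG2*-silenced and 51.4 FPKM in *ATG5*-silenced pollen. Between WT replicates 1 and 3 the median log2 ratio was 0.85 over the 3 tested markers and 0.08 over the 18 genes (interquartile range 0.353), but 3 genes are too few to decide. An effect of silencing, which the design names, was not tested apart.

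The log2 changes of both lines covaried by 0.0660 (0.06598), above the highest of 100 simulations without an effect that share the WT libraries (0.04952). Such a covariance would follow from a smaller change of the same genes in *ATG2*-silenced pollen. That change would also bring this line nearer to *ATG5*-silenced pollen than WT is. The line was no nearer: its mean lay 184.8 log2 units from that of *ATG5*-silenced pollen, and the WT mean 181.4. The covariance alone thus does not decide on such a change. The simulation draws genes independently, and the correlation was 0.141 against 0.457 to 0.526 in it, where neither line has changes of its own.

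WT replicate 3 lay nearer to the mean of *ATG2*-silenced pollen (83.0 log2 units) than WT replicates 1 (91.4) and 2 (95.7). The 1-decimal values that it shares with those libraries are argued against as the cause, since with all libraries rounded alike its distance was still 0.910 (0.9099) of that of the nearer other WT library. WT replicate 3 also correlated more closely than the other WT libraries with each *ATG5*-silenced library. On the log2 scale r was 0.9151, 0.9213 and 0.9238, against 0.9061 to 0.9137 for WT replicates 1 and 2. Its nearness is thus not particular to *ATG2*-silenced pollen. A mislabelled or mixed library was not tested.

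Other splits of the libraries were run through the same test. The 10 splits of 6 libraries are too few for a share under 0.05. The real split gave 178 called genes in *ATG2*-silenced pollen and the highest other 6, in *ATG5*-silenced pollen 6214 and 5, and between the lines 6683 and 8, so that 1 split, the real one, reached each real value. For lists past the threshold it gave 1 and the highest other 3 in *ATG2*-silenced pollen (5 splits reached the real value), 1 and 3 in *ATG5*-silenced pollen (6 splits) and 4 and 2 between the lines (1 split). Of 100 splits of the 9 libraries, 2 gave as many genes in both comparisons as the real 48, the real one included. This share does not decide on chance, because in none of the 98 splits that mix genotypes was the shorter list of calls longer than 34 genes, so that none of them could reach 48. The other, with 107, keeps the genotypes together and takes *ATG2*-silenced pollen as the reference, which points to a structure of the samples: with *ATG5*-silenced pollen as the reference it is 5032.

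Some genes outside the rule were chosen after their values were seen. GeneID:107825910 is listed at 0 in all WT and *ATG2*-silenced libraries and stands at 10.8 ± 0.274 FPKM in *ATG5*-silenced pollen (SD, n = 3). GeneID:107831913 stands at 1046 ± 670.4 FPKM in WT and is listed at 0 in *ATG5*-silenced pollen, as is GeneID:107777622, which stands at 35.9 ± 3.88 FPKM in WT.

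The lists without a passage of their own are given here. In *ATG5*-silenced pollen, of 12 tested genes of cell division 3 were higher and 2 lower (3 and 2 when adjusted over the list alone, camera adjusted p = 0.582). limma called none of 5 histone genes (0 higher and 3 lower at an unadjusted p under 0.05, camera adjusted p = 0.443). Of 6 cytosolic and organellar chaperones 3 were lower (3 when adjusted over the list alone, camera adjusted p = 0.159). Of 2 tested chitinases and pathogenesis-related proteins 1 was lower, of 2 markers of the anther wall 1 was lower, with the same counts over the list alone, and the 1 tested marker of the root did not pass (log2 change 0.38). Of 10 markers of other floral tissue none could be tested. limma called no member of these lists in *ATG2*-silenced pollen apart from the chaperones, while at an unadjusted p under 0.05 1 was lower in cell division, 1 lower among chitinases and 1 higher and 1 lower among markers of the anther wall (both also when adjusted over the list alone). Of the lists named at the claims, limma called no member in that line either for pollen and pollen tube genes (2 higher and 2 lower unadjusted), ER chaperones (1 and 1), cytosolic ribosomal proteins (2 and 0), plastid ribosomal proteins (0 and 1), the proteasome and ubiquitin (0 and 1), proteases (0 and 0) or aminoacyl-tRNA synthetases (0 and 0), while 1 ER chaperone was higher and 1 lower and 1 plastid ribosomal protein lower when adjusted over the list alone. camera gave adjusted p-values of 0.664 for glycolysis, polyamine synthesis, fatty acid synthesis, redox and iron, pollen genes and cell division, 0.736 for sterol synthesis and 0.977 for ER chaperones, the proteasome and histones in *ATG2*-silenced pollen.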
